# Genome wide comparative analysis of the effects of PRMT5 and PRMT4/CARM1 arginine methyltransferases on the *Arabidopsis thaliana* transcriptome

**DOI:** 10.1186/s12864-015-1399-2

**Published:** 2015-03-17

**Authors:** Carlos E Hernando, Sabrina E Sanchez, Estefanía Mancini, Marcelo J Yanovsky

## Abstract

**Background:**

Methylation at arginine residues (R) is an important post-translational modification that regulates a myriad of essential cellular processes in eukaryotes, such as transcriptional regulation, RNA processing, signal transduction and DNA repair. Arginine methylation is catalyzed by a family of enzymes known as protein arginine methyltransferases (PRMTs). PRMTs are classified as Type I or Type II, depending on the position of the methyl group on the guanidine of the methylated arginine. Previous reports have linked symmetric R methylation to transcriptional repression, while asymmetric R methylation is generally associated with transcriptional activation. However, global studies supporting this conclusion are not available.

**Results:**

Here we compared side by side the physiological and molecular roles of the best characterized plant PRMTs, the Type II PRMT5 and the Type I PRMT4, also known as CARM1 in mammals. We found that *prmt5* and *prmt4a;4b* mutants showed similar alterations in flowering time, photomorphogenic responses and salt stress tolerance, while only *prmt5* mutants exhibited alterations in circadian rhythms. An RNA-seq analysis revealed that expression and splicing of many differentially regulated genes was similarly enhanced or repressed by PRMT5 and PRMT4s. Furthermore, PRMT5 and PRMT4s co-regulated the expression and splicing of key regulatory genes associated with transcription, RNA processing, responses to light, flowering, and abiotic stress tolerance, being candidates to mediate the physiological alterations observed in the mutants.

**Conclusions:**

Our global analysis indicates that two of the most important Type I and Type II arginine methyltransferases, PRTM4 and PRMT5, have mostly overlapping as well as specific, but not opposite, roles in the global regulation of gene expression in plants.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1399-2) contains supplementary material, which is available to authorized users.

## Background

Post-translational modification of proteins is a typical mark of signal transduction pathways through which organisms are able to react quickly to changes in their surrounding by expanding the structural and functional diversity of the proteome. Arginine methylation is a common post- translational modification in eukaryotic organisms, and is catalyzed by a family of enzymes known as Protein Arginine Methyltransferases (PRMTs). This post-translational modification modulates a myriad of cellular processes through its effects on proteins involved in the regulation of chromatin structure, transcription, RNA processing, signal transduction and cellular differentiation, among other processes [1-6]. PRMTs are classified in four groups: type I PRMTs that generate ω-N^*G*^-monomethyl arginine (MMA) and ω-N^*G*^,N^*G*^-asymmetric dimethylarginines (aDMA), type II PRMTs that generate ω-N^*G*^-monomethyl arginine and ω-N^*G*^,N^*G*^-symmetric dimethylarginines (sDMA), type III PRMTs that generate only ω-N^*G*^-monomethyl arginine, and type IV that generate only δ-N^*G*^-monomethyl arginine [7]. Currently, four different genes encoding PRMTs have been described in *Saccharomyces cerevisiae*, eight in *Oryza sativa*, and nine in humans, *Drosophila* and *Arabidopsis thaliana* [8,9]. In mammals, there are six well characterized arginine methyltransferases, five of them corresponding to type I PRMTs (PRMT1, PRMT3, PRMT4/CARM, PRMT6 and PRMT8); while the only type II PRMT known so far is PRMT5. It has been proposed that there is no major redundancy between these enzymes, at least in mammals, since knock-out mice for each PRMT display clearly different phenotypes [2].

It is known that proteins that possess glycine and arginine- rich (GAR) motifs are often targets of PRMTs. Transcriptional regulation by methylation of histones and non-histone proteins is one of the more characterized functions of PRMTs. It has been reported that PRMT1 methylates Arg 3 of histone H4, PRMT4 methylates Arg 2, Arg 17 and Arg 26 of histone H3 and that PRMT5 methylates Arg 8 of histone H3 and Arg 3 of histone H4. In mammals, formation of aDMA in histones by PRMT1 and PRMT4 participates in gene activation while formation of sDMA by PRMT5 is associated with gene repression [3,10]. Arginine methylation has also been associated with the regulation of the initiation and elongation steps of transcription. The recruitment of PRMT4 to transcriptional promoters results in methylation of histone acetyltransferases resulting in a positive effect on transcription [11], while PRMT5 methylates the transcriptional elongation factor SPT5 regulating its interaction with RNA polymerase II [12]. Another well characterized role of PRMTs is the regulation of RNA processing. RNA binding proteins (RBPs) fulfill numerous tasks ensuring the proper processing and folding as well as the stabilization and localization of RNAs and mRNA translation. These proteins represent major targets for PRMTs because most hnRNPs possess GAR motifs. PRMTs are also known to methylate Sm spliceosomal proteins B, B’, D1 and D3, and this mediates their assembly into mature small nuclear ribonucleoprotein particles (snRNPs), and has been associated with a role for PRMT5 in the regulation of pre-mRNA splicing [13-15]. On the other hand, PRMT4 regulates the coupling of transcription and mRNA processing through methylation of splicing factors [16-18].

Strikingly, only a few studies have compared side by side the roles of distinct PRMTs in the regulation of different physiological and molecular processes. In fact, several of these studies showed that PRMT4 and PRMT5 simultaneously control myogenesis, with both proteins having similar positive roles in the control of expression of genes known to play a key role regulating this developmental process [19-23]. This is at odds with the current view that assumes that PRMT4, a type I PRMT, acts as a co-activator of gene expression, while PRMT5, the main type II PRMT, acts as a transcriptional repressor [3,4,10,24]. Whether the similar positive role that PRMT5 and PRMT4 play in the control of myogenesis is the exception or the rule is not known. Discriminating between these two alternatives requires a side-by-side comparison of the effects of PRMT5 and PRMT4 on gene expression at a genome-wide level.

Interestingly, both PRMT5 and PRMT4 have been proposed to play key roles in the regulation of pre-mRNA splicing. As previously reviewed, this regulatory role may be exercised through direct methylation of core spliceosomal proteins or, alternatively or in addition, through regulation of the coupling between transcription and mRNA processing [1,17,18,25-27]. However, while genome-wide analyses of pre-mRNA splicing have been conducted to characterize *prmt5* deficient plants or animals, similar global analysis are missing for mutants affected in *PRMT4*.

Plants are ideal organisms to conduct a side-by-side comparison of the roles of PRMT5 and PRMT4 on gene expression and RNA processing, because mutant plants lacking these proteins are viable and fertile, while defects in these two genes are lethal in mammals. In *Arabidopsis thaliana* there are seven type I arginine methyltransferases (PRMT1a, PRMT1b, PRMT3, PRMT4a, PRMT4b, PRMT6 and PRMT10) and, as in mammals, one type II enzyme (PRMT5). To date, the most intensively studied PRMT in plants is PRMT5, which controls flowering time, circadian rhythms photomorphogenic development and salt tolerance acting on epigenetic regulation of gene expression and on pre-mRNA splicing of a sub-set of genes [25,26,28-32]. Regarding type I PRMTs, it has been shown that PRMT10, PRMT1b, and PRMT4a together with PRMT4b, are all involved in the regulation of flowering time [33-35]. Both type I and type II PRMTs appear to regulate flowering time in *Arabidopsis thaliana* through effects on *FLC* expression. FLC is a MADS box transcription factor that represses flowering, and *prmt5*, *prmt10* mutants and the *prmt4a;4b* double mutant all exhibit increased *FLC* expression, which is partially responsible for the delayed flowering observed in these mutant plants [28,33,35].

So far, the only phenotype that has been reported for *prmt4a;4b* mutant plants is delayed flowering [35]. Interestingly, this mutant resembles *prmt5* plants at the morphological level, showing some degree of growth retardation and dark green leaves. However, whether *prmt4a;4b* also exhibits other physiological alterations present in *prmt5* mutants such as defects in circadian clock function, photomorphogenic development or salt stress tolerance is not known.

In this study we compared side by side the role of PRMT5 and PRMT4s in the regulation of several physiological processes in *Arabidopsis thaliana*, and coupled this with a genome-wide comparison of their effects on gene expression and pre-mRNA splicing using RNA-seq. We found that *prmt5* and *prmt4a;4b* mutants not only displayed similar alterations in flowering time regulation, but also exhibited reduced inhibition of hypocotyl elongation under both red and blue light, revealing defects in light signaling. In addition, similarly to what has been reported for *prmt5* mutants, we found that *prmt4a;4b* double mutants exhibited reduced tolerance to salt stress. However, in contrast to what is observed in *prmt5* mutants, the *prmt4a;prmt4b* double mutant did not exhibit alterations in circadian rhythms. RNA-seq data showed that both mutants display similar alterations in the expression of genes related to: transcription, mRNA processing, mRNA splicing, translation, light signaling, response to hormones and both abiotic and biotic stress. In addition, we also found that these mutants have similar alterations in alternative splicing (AS) of genes related to translation, light signaling, response to hormones and both abiotic and biotic stress. Finally, we observed a significant number of novel intron retention events in both mutants, revealing alterations in a subset of constitutive as well as AS events in those plants.

Hence, this study shows that in *Arabidopsis thaliana*, type I PRMT4s and type II PRMT5 regulate overlapping as well as distinct physiological processes, most likely through similar effects on gene expression and pre-mRNA splicing of a subset of key regulatory genes. Additionally, this study is the first to report an analysis of the role of PRMT4s on pre-mRNA splicing at a global level.

## Results and discussion

### PRMT5 and PRMT4 control overlapping as well as distinct physiological processes

Before conducting a genome-wide comparison of the roles of PRMT5 and PRMT4 in the regulation of gene expression and RNA processing in *Arabidopsis thaliana*, we performed a side by side analysis of the effect of these genes on the control of several developmental and physiological processes. In particular, we focused the analysis on clock-associated processes, such as flowering time regulation, photomorphogenic responses and circadian rhythms, as well as on salt stress tolerance. All these physiological and developmental processes have previously been shown to be affected in *prmt5* mutants but have not been characterized in *prmt4a;4b* mutants, with the exception of flowering time. Indeed, as previously reported individually for *prmt5* and *prmt4a;4b*, [28,35], both mutants showed a late flowering phenotype compared to wild-type plants of the Col-0 accession. However, while both mutants displayed a clear and similar late flowering phenotype under short day photoperiods, the late flowering phenotype of *prmt5* was much stronger than that of *prmt4a;4b* mutant plants under long day photoperiods (Figure 1A and B).

**Figure 1:**
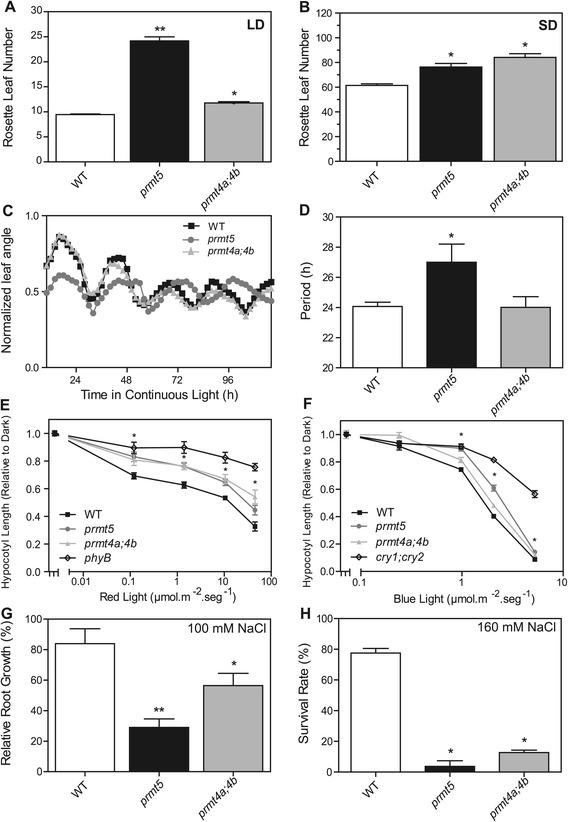
**Side by side comparison of the physiological roles of PRMT5 and PRMT4. (A and B)** Flowering time measured as the number of rosette leaves at bolting in Long Day **(A)** and Short Day **(B)** photoperiods. ANOVA followed by a Tukey’s multiple comparision test was used to evaluate the statistical significance of the differences observed between genotypes. Errors bars indicate SD (**: significantly different than WT and *prmt4a;4b*, *: significantly different than WT, both cases p ≤ 0,05). **(C)** Circadian rhythms of leaf movement in continuous light (N = 10). **(D)** Period of the circadian rhythms was estimated with BRASS 3.0 software (*: significantly different, p ≤ 0,05). **(E and F)** Hypocotyl length of seedlings grown under continuous red light **(E)** or continuous blue light **(F)** (N = 6 replicates of 10 seedlings each, *: significantly different than WT, p ≤ 0,05). **(G)** Comparison of root growth on MS medium with 100 mM NaCl. Root growth was measured relative to controls. More than 30 roots were measured for each data point. Data represents the mean with SD of three independent experiments (**: significantly different than WT and *prmt4a;4b*, *: significantly different than WT, both cases p ≤ 0,05). **(H)** Salt tolerance was assessed through the analysis of survival rate on MS medium containing 160 mM NaCl. Data represents the mean with SD of three independent experiments (N > 50, *: significantly different than WT, p ≤ 0,05).

We and others have previously shown that PRMT5 plays a key role in the regulation of circadian rhythms in Arabidopsis [25,32], but whether PRMT4 contributes to the regulation of clock function is not known. To evaluate this we monitored circadian rhythms in leaf movements in wild-type plants, *prmt5* and *prmt4a;4b* mutant plants. Interestingly, while *prmt5* mutant plants showed the previously described long period phenotype for leaf movement, the rhythms observed in *prmt4a;4b* mutants were similar to those of wild-type plants (Figure 1C and D). In order to analyze the role of these PRMTs in photomorphogenesis we evaluated light inhibition of hypocotyl elongation during de-etiolation in seedlings exposed to different fluence rates of red and blue light. We found that both *prmt5* and *prmt4a;4b* mutants were hyposensitive to red light at all fluence rates tested (Figure 1E). A similar phenotype was observed for both mutants under blue light as well (Figure 1F).

PRMT5 has been shown to regulate salt stress tolerance in Arabidopsis [30]. To test if PRMT4a, together with PRMT4b, were also involved in the regulation of this physiological response, we analyzed root growth, a process affected by high salt concentrations. Root length of wild-type plants grown on MS medium containing 100 mM NaCl was approximately 80% of that shown by wild-type plants grown on MS medium alone. In contrast, root length of *prmt5* and *prmt4a;4b* mutants grown on medium containing the same concentration of salt was only 30% and 50%, respectively, relative to that of plants from these genotypes grown on MS medium (Figure 1G). We also conducted a survival rate assay and found that growth of both *prmt5* and *prmt4a;4b* mutants was almost completely inhibited in medium containing 160 mM NaCl, while wild-type plants displayed only a slightly inhibited growth rate under this condition (Figure 1H). Altogether this shows that PRMT5 and, to a lesser extent PRMT4a, together with PRMT4b, are all involved in the control of salt stress tolerance in Arabidopsis.

### Impact of PRMT5 and PRMT4s on genome wide gene expression

In order to study the extent of the regulatory impact of PRMT5 and PRMT4s on gene expression we analyzed the transcriptome of wild-type, *prmt5,* and *prmt4a;b* plants grown under standard non-stressful conditions (continuous white light at 22°C) using RNA-seq. 

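Whole plants of wild type, *prmt5* and *prmt4a;4b* gave 3 libraries each, 9 in all, from growth in continuous light at 22 °C. The methods state a harvest at 10 days and the sample labels state 15 days, and the age is the same for every library in either case. Poly(A) RNA from 3 µg of total RNA was amplified by 12 PCR cycles and read as 100-base reads. The authors aligned the reads to TAIR10 with TopHat2 2.0.9 and counted them per gene, and the counts are whole numbers without any normalization. Gene reads per library were 29415092, 31835579 and 25029646 in wild type (median 29415092), 31917097, 39904677 and 36805638 in *prmt5* (median 36805638), and 28137176, 29334792 and 29706081 in *prmt4a;4b* (median 29334792). Each mutant was compared with the same 3 wild-type libraries in its own edgeR 4.0.16 fit (TMM scaling, quasi-likelihood test, Benjamini-Hochberg adjustment), and the mutants were compared with each other directly in a fit of all 9 libraries. A gene was tested with a mean of at least 10 reads in a genotype, and counted as changed at an adjusted p under 0.10 with a log2 change beyond 0.58, the limits the authors used. Levels of genes are given as normalized counts (mean ± SD of 3 libraries) and log2 changes with ± 1 standard error of the fit. In simulated counts with the spread of these libraries, 69.7% of genes changed by 1 on the log2 scale and 95.9% of those changed by 2 were found in *prmt5*, and 75.0% and 98.0% in *prmt4a;4b*. The records do not state whether the replicates of a genotype come from separate cultures, so each p measures the spread between these samples. These comparisons, their limits and the gene lists were fixed before the data were examined, and what was added afterwards is named as such. Some members of the seed and embryo list had been seen before in the paper's tables, which come from the same libraries.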

We found 2604 genes over-expressed and 3075 under-expressed in *prmt5* mutants, as well as 2959 genes over-expressed and 2545 under-expressed in *prmt4a;4b* mutants, relative to wild-type plants. 

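In *prmt5*, *AT1G34047* rose from 3.98 ± 2.37 normalized counts in wild type to 175 ± 44.1 (log2 change 5.31 ± 0.39, adjusted p = 2.37e-05), and *SESA2* (*AT4G27150*), a seed storage albumin gene with 2 reads in the wild-type libraries together, rose to 222, 16 and 48 reads (adjusted p = 0.0034). Among changed genes with a mean of at least 50 reads in the higher group and no overlap of libraries, the largest falls there were in *AT5G35935* (-4.22 ± 0.38, adjusted p = 8.44e-05) and *AT5G50310*, from 728 ± 83.9 to 45.6 ± 6.95 (-4.03 ± 0.18, adjusted p = 8.71e-07). In *prmt4a;4b*, *ATMRD1* (*AT1G53480*) fell from 422 ± 19.3 to 4.09 ± 3.78 (-6.71 ± 0.39, adjusted p = 5.7e-06), and *AT4G08093*, without a read in wild type, stood at 59.1 ± 6.33. That is 60.9-fold over an assumed floor of 3 reads in the wild-type libraries together. *AT5G24240* fell in both mutants, from 201 ± 36.1 to 27.2 ± 13.1 in *prmt5* and 10.6 ± 4.6 in *prmt4a;4b* (-2.90 and -4.20). Of the mutated genes, *PRMT4A* (*AT5G49020*, chromosome 5, 19871251 to 19874920) fell in *prmt4a;4b* from 332 ± 10.9 to 45.7 ± 19.9 (-2.84 ± 0.25, adjusted p = 5.29e-05) and *PRMT4B* (*AT3G06930*, chromosome 3, 2185143 to 2189387) from 382 ± 19.2 to 23.9 ± 8.7 (-3.97 ± 0.23, adjusted p = 5.7e-06). *PRMT4A* also fell in *prmt5*, to 217 ± 17.4 (-0.66 ± 0.15, adjusted p = 0.00645). *PRMT5* itself (*AT4G31120*, chromosome 4, 15132011 to 15136639) was at 703 ± 24.0 in wild type and 876 ± 124 in *prmt5* (0.27 ± 0.13, adjusted p = 0.138). Of the 9 arginine methyltransferase genes, 2 rose (*PRMT1B*, which did not pass without *prmt5* replicate 1, and *PRMT6*, which did not pass without WT replicate 3 or *prmt5* replicate 3), 1 fell and 6 did not pass the test in *prmt5* (2 and 2 adjusted over the list alone, median log2 change 0.23, adjusted p = 0.455). In *prmt4a;4b*, 2 fell, which are the mutated *PRMT4A* and *PRMT4B*, so the test of the list follows from the genotype, and 7 did not pass (2 over the list alone), with a median of 0.00, a mean of -0.69 and an adjusted p = 0.0445 in the limma camera test with a preset correlation of 0.01. That call was lost with an estimated correlation (adjusted p = 0.437) and without WT replicate 1, WT replicate 3 or *prmt4a;4b* replicate 1. Of 21078 genes tested in *prmt5*, 2505 rose and 2996 fell, and of 20844 in *prmt4a;4b*, 2878 rose and 2494 fell (edgeR quasi-likelihood test). Which direction prevailed turned with the fit, to 2856 higher and 2680 lower in *prmt5* with the joint fit of 9 libraries, and to 2366 higher and 2534 lower in *prmt4a;4b* with 7 libraries (without *prmt5* replicate 1 and *prmt4a;4b* replicate 3), chosen after seeing the data.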

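*RS2Z32* (*AT3G53500*, chromosome 3, 19834343 to 19837088), which encodes a serine/arginine-rich splicing factor, rose to a like level in both mutants, from 2898 ± 294 normalized counts in wild type to 5844 ± 767 in *prmt5* (log2 change 0.97 ± 0.13, adjusted p = 0.000691) and 5705 ± 483 in *prmt4a;4b* (0.98 ± 0.12, adjusted p = 0.00021). *PIP3* (*AT4G35100*, chromosome 4, 16708552 to 16710289), an aquaporin gene, fell from 20995 ± 1117 to 9441 ± 1619 (-1.20 ± 0.15, adjusted p = 0.000383) and 9946 ± 580 (-1.07 ± 0.12, adjusted p = 0.000137). *OLD3* (*AT4G14880*, chromosome 4, 8517960 to 8520521), a cysteine synthase gene, fell from 8659 ± 292 to 4392 ± 802 (-1.02 ± 0.15, adjusted p = 0.000808) and 4689 ± 136 (-0.88 ± 0.11, adjusted p = 0.00021). These genes are shown in Fig. 2C, chosen by the study on the same libraries, and are not independent evidence. Across the transcriptome, 1026 genes rose in both mutants, 41.0% of those that rose in *prmt5* and 35.6% of those that rose in *prmt4a;4b*. A further 1277 genes fell in both, 42.6% and 51.2% of the falls. Independent lists of these sizes would share 320 rises and 360 falls among the 20729 genes tested in both mutants. In 20 simulations of unchanged groups against the same wild-type counts, at most 1 gene rose and 2 fell in both. Such simulations call few genes at all, so they set no reference for the shared counts. The 3 wild-type libraries serve both comparisons and cannot be split, so part of the excess may come from the shared controls.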

Strikingly, many of the differentially expressed genes were similarly affected in both mutants, with 1076 and 1312 genes over-expressed or under-expressed in common, respectively. On the other hand, only 64 genes, out of a total of 5679 and 5504 genes differentially expressed in either *prmt5* or *prmt4a;b,* respectively, were antagonistically affected in the mutants. Therefore, it is highly unlikely that the PRMTs analyzed here exhibit opposite biological and molecular roles (Figure 2A).

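*AT5G35935* (chromosome 5, 14083388 to 14089891) fell from 195 ± 77.2 normalized counts in wild type to 10.8 ± 4.2 in *prmt5* and rose to 595 ± 75.2 in *prmt4a;4b* (log2 change 1.63 ± 0.24, adjusted p = 0.000521). *AT4G33970* fell from 61.4 ± 24.1 to 24.0 ± 6.12 (-1.38 ± 0.37, adjusted p = 0.0156) and rose to 280 ± 81.2 (2.21 ± 0.29, adjusted p = 0.000265), and *AT1G04660* fell from 71.7 ± 9.2 to 16.7 ± 12.8 (-2.18 ± 0.45, adjusted p = 0.00459) and rose to 168 ± 71.7 (1.24 ± 0.28, adjusted p = 0.00568). *ATMRD1*, which nearly vanished in *prmt4a;4b*, rose in *prmt5* to 737 ± 145 (0.76 ± 0.16, adjusted p = 0.00431). In all, 59 genes changed in opposite directions, 36 of them up in *prmt5* and down in *prmt4a;4b* and 23 the other way. Independent lists of the same sizes would hold 691 such genes, a number that leaves out the shared wild-type libraries, which push the changes of both mutants the same way. The simulations of unchanged groups held none, but they call few genes at all and set no reference for this count. The count ran from 31 without WT replicate 1 to 90 without *prmt5* replicate 1, and was 39 at an adjusted p under 0.05.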

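Of the 30 genes of Fig. 2C, 28 changed the same way in both mutants, and 17 of these lost the call in at least 1 mutant with some library left out (8 in *prmt5* and 10 in *prmt4a;4b*). *FHL*, a relative of the phytochrome A transport factor *FHY1*, was at 9.31 ± 2.12 normalized counts in wild type and 19.5 ± 4.03 in *prmt5* (log2 change 1.02 ± 0.46, adjusted p = 0.110) and rose to 38.1 ± 11.2 in *prmt4a;4b* (2.05 ± 0.45, adjusted p = 0.00425). *LTI65*, a gene induced by cold and abscisic acid, was at -0.82 ± 0.37 in *prmt5* (adjusted p = 0.112) and fell by 1.06 in *prmt4a;4b* (adjusted p = 0.00756). Sizes differed in a direct test between the mutants for *SR34a*, a splicing factor gene higher in *prmt5* (6016 ± 1188) than in *prmt4a;4b* (3887 ± 277, difference 0.62, adjusted p = 0.01), and for *BTF3* (*AT1G17880*), which fell from 3724 ± 242 to 2438 ± 769 and further to 1519 ± 162 (difference 0.67, adjusted p = 0.0236). The fall of *BTF3* in *prmt5* did not pass without *prmt5* replicate 1. The figure's genes were chosen by the study on these libraries and are not independent evidence. Across 20729 genes, which are not independent replicates, the log2 changes in the mutants had a correlation of 0.590, against 0.514 on average and 0.537 at most in the simulations with shared wild-type counts, and a covariance of 0.234 against 0.0409, an excess of 0.193. In the direct test, 1981 of 20995 genes were higher and 1787 lower in *prmt5* than in *prmt4a;4b*, 17.9% together. The paper reasons from the many genes shared by direction and the few with opposite changes that the methyltransferases hardly act against each other.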

**Figure 2:**
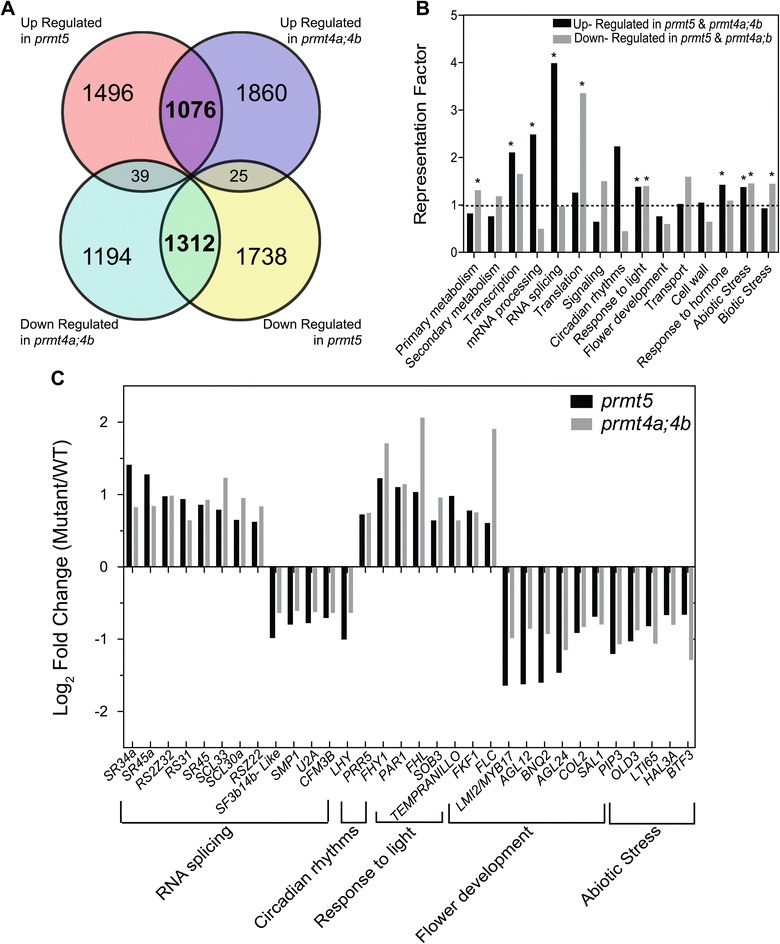
**Impact of PRMT5 and PRMT4 on genome wide gene expression. (A)** Overlap between differentially expressed genes in both *prmt5* and *prmt4a;4b* mutants (Log_2_ FC >|0,58| and FDR ≤ 0,1). **(B)** Representation Factor of genes co- regulated by PRMT5 and PRMT4s in the selected functional categories. *: indicates over-representation compared to random. Significance was assessed using a hypergeometric test (p ≤ 0,05). **(C)** Log_2_ Fold Change of representative genes co- regulated by PRMT5 and PRMT4s (FDR ≤ 0,1).

The differentially expressed genes that were similarly affected in both mutants were categorized into functional groups based on Gene Ontology. Fifteen functional categories of our interest were examined in detail determining the representation factor for each category. The representation factor is the number of overlapping genes observed divided by the expected number of overlapping genes drawn randomly from two independent groups. 

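Several genes for splicing proteins rose in both mutants. *SR45a* (*AT1G07350*, chromosome 1, 2257425 to 2260101), coding for an SR-like splicing factor, rose from 2478 ± 373 normalized counts in wild type to 6156 ± 509 in *prmt5* (log2 change 1.27 ± 0.14, adjusted p = 0.0002) and 4418 ± 803 in *prmt4a;4b* (0.84 ± 0.15, adjusted p = 0.00147), and *SCL33* (*AT1G55310*) from 2283 ± 274 to 4048 ± 812 (0.78 ± 0.15, adjusted p = 0.00371) and 5326 ± 372 (1.23 ± 0.12, adjusted p = 9.88e-05). Of 20 serine/arginine-rich factor genes, 11 rose and 9 did not pass in *prmt5* (12 over the list alone, median 0.63, camera adjusted p = 3.04e-09), and 12 rose and 8 did not pass in *prmt4a;4b* (12 over the list alone, median 0.81, adjusted p = 6.83e-10). With an estimated correlation the list passed in neither mutant (adjusted p = 0.437 in each), and some of its members are in Fig. 2C. Among 24 genes for Sm, LSm and U1 proteins of the spliceosome, 9 rose and 15 did not pass in *prmt5* (9 over the list alone, median 0.51, adjusted p = 0.00275), and 10 rose, 3 fell and 11 did not pass in *prmt4a;4b* (10 and 3 over the list alone, median 0.32, adjusted p = 0.0197). Those calls were lost too (adjusted p = 0.315 and 0.437 with an estimated correlation). *SMBa* (*AT5G44500*) rose from 321 ± 59.9 to 680 ± 122 (1.04 ± 0.17, adjusted p = 0.00151) and 626 ± 6.03 (0.97 ± 0.15, adjusted p = 0.000604), and the gene of the U1 protein *U1-70K* (*AT3G50670*) rose in *prmt4a;4b* (0.82 ± 0.11, adjusted p = 0.000374), with 0.53 ± 0.15 in *prmt5* (adjusted p = 0.0177) not reaching the size asked for. For light, 5 of 32 signaling genes rose, 2 fell and 25 did not pass in *prmt5* (6 and 2 over the list alone, median 0.13, adjusted p = 0.497), and 7, 2 and 23 in *prmt4a;4b* (7 and 2, 0.21, adjusted p = 0.212). Of 19 light-harvesting and Rubisco small subunit genes, 4 rose, 2 fell and 13 did not pass (4 and 2, median 0.38, adjusted p = 0.124), and 7, 3 and 9 in *prmt4a;4b* (7 and 3, 0.21, adjusted p = 0.180), among them *LHCA2* (*AT3G61470*), an antenna gene of photosystem I, up by 0.70 ± 0.16 (adjusted p = 0.00771) and 0.93 ± 0.17 (adjusted p = 0.00161). How reads were shared between copies of these genes was not measured. The dehydrin gene *COR47* (*AT1G20440*) rose from 17841 ± 3635 to 30091 ± 3502 (0.71 ± 0.16, adjusted p = 0.00743) and 35313 ± 3075 (0.99 ± 0.16, adjusted p = 0.000727), within a list of 31 salt, drought and abscisic acid genes of which 6 rose, 2 fell and 23 did not pass in *prmt5* (6 and 3, median 0.26, adjusted p = 0.324) and 8, 2 and 21 in *prmt4a;4b* (8 and 2, 0.09, adjusted p = 0.297). Of 16 salicylate and defence genes, 3 rose, 1 fell and 12 did not pass in *prmt5* (3 and 1, median -0.10, mean 0.29, adjusted p = 0.726), with the test on the side of higher levels, and 1, 2 and 13 in *prmt4a;4b* (1 and 2, median -0.03, mean 0.18, adjusted p = 0.617), with the test on the side of lower levels. These lists were written from known genes and are narrower than the ontology categories of the study.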

Among the up-regulated genes, we found a significant enrichment (Representation Factor > 1; p-value <0.05) for categories corresponding to transcription, mRNA processing, RNA splicing, response to light, response to hormones, abiotic stress and biotic stress. 

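Among genes for ribosomal proteins, the parts of the translation machinery, *AT3G44010* fell from 2022 ± 88.9 normalized counts in wild type to 725 ± 148 in *prmt5* (log2 change -1.52 ± 0.16, adjusted p = 0.000153) and 691 ± 26.1 in *prmt4a;4b* (-1.54 ± 0.11, adjusted p = 2.59e-05), and *AT5G62300* from 3371 ± 378 to 1338 ± 328 (-1.38 ± 0.18, adjusted p = 0.000551) and 1048 ± 59.2 (-1.68 ± 0.12, adjusted p = 2.59e-05). Of 323 such genes tested in *prmt4a;4b*, 108 fell, 25 rose and 190 did not pass (108 and 25 over the list alone), with a median of -0.23 and an adjusted p = 7.48e-07 in the camera test, which also passed with an estimated correlation (adjusted p = 0.0136). In *prmt5*, 74 of 326 fell, 43 rose and 209 did not pass (76 and 43 over the list alone, median 0.00, adjusted p = 0.755). *HYH* (*AT3G17609*), a light-signaling transcription factor gene close to HY5, fell from 441 ± 43.3 to 212 ± 73.4 (-1.09 ± 0.23, adjusted p = 0.00525) and 182 ± 41.9 (-1.27 ± 0.18, adjusted p = 0.000428). *LHCB5* (*AT4G10340*), coding for an antenna protein of photosystem II, fell from 122177 ± 13806 to 83898 ± 21311 (-0.59 ± 0.20, adjusted p = 0.0407) and 56486 ± 4432 (-1.11 ± 0.15, adjusted p = 0.000329), the change in *prmt5* not passing without WT replicate 1, WT replicate 2 or *prmt5* replicate 1. *ICS1* (*AT1G74710*), which encodes an enzyme of salicylic acid synthesis, fell from 258 ± 42.7 to 161 ± 14.1 (-0.73 ± 0.18, adjusted p = 0.011) and 150 ± 8.35 (-0.77 ± 0.18, adjusted p = 0.00566). The gene lists were fixed by known function and no primary metabolism list was tested.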

For down-regulated genes, we found significant enrichment for genes associated with primary metabolism, translation, response to light, abiotic stress and biotic stress (Figure 2B). None of the categories studied here displayed a statistically significant under-representation (Representation Factor < 1; p-value <0.05). 

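Several regulators of light responses and flowering changed in *prmt5* with another level in *prmt4a;4b*. *FLK* (*AT3G04610*), a flowering-time gene for an RNA-binding protein, rose in *prmt5* from 1757 ± 65.2 normalized counts to 4919 ± 673 (log2 change 1.44 ± 0.13, adjusted p = 8.44e-05), with 2116 ± 269 in *prmt4a;4b* (difference between the mutants 1.21, adjusted p = 6.97e-05). *PIF7* (*AT5G61270*), a phytochrome-interacting factor gene, rose from 850 ± 134 to 2270 ± 242 (1.38 ± 0.15, adjusted p = 0.000196) against 743 ± 129 (difference 1.6, adjusted p = 2.51e-05), and *MAF5* (*AT5G65080*), a relative of the floral repressor *FLC*, from 9.85 ± 1.28 to 58.6 ± 6.43 (2.53 ± 0.35, adjusted p = 0.00073) against 15.2 ± 6.75 (difference 1.92, adjusted p = 0.00432). *HFR1* (*AT1G02340*), which acts in shade and far-red responses, fell from 317 ± 43.7 to 121 ± 32.5 (-1.43 ± 0.22, adjusted p = 0.00103) against 289 ± 21.2 (difference -1.26, adjusted p = 0.000903), and *PHYD* (*AT4G16250*), a phytochrome gene, rose by 0.96 ± 0.12 (adjusted p = 0.000517, difference 0.73, adjusted p = 0.00257). Of 23 circadian clock genes, 6 rose, 3 fell and 14 did not pass in *prmt5* (6 and 3 over the list alone, median 0.32, camera adjusted p = 0.273), and 6, 2 and 15 in *prmt4a;4b* (6 and 2, 0.25, adjusted p = 0.122). *LNK2* (*AT3G54500*), a clock coactivator gene, fell in *prmt5* from 6702 ± 1266 to 2663 ± 248 (-1.38 ± 0.16, adjusted p = 0.000268) against 4733 ± 714 in *prmt4a;4b* (difference -0.84, adjusted p = 0.00275). *LUX* (*AT3G46640*), of the evening complex, rose from 799 ± 211 to 1275 ± 123 (0.63, adjusted p = 0.0182) and 1729 ± 247 (1.12 ± 0.18, adjusted p = 0.000661), the rise in *prmt5* not passing without WT replicate 1, WT replicate 2 or *prmt5* replicate 1. *CHE* (*AT5G08330*) rose in *prmt4a;4b* by 0.89 ± 0.12 (adjusted p = 0.00032), but its difference from *prmt5*, -0.41, was under the size asked for (adjusted p = 0.036). Counted over the genes tested in both mutants and in the direct test, 2939 changed in *prmt5* and not in *prmt4a;4b* and 2941 the reverse, of which 43.3% and 38.5% also differed in the direct test.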

Finally, we also found a number of genes that were significantly affected only in *prmt5* or *prmt4a;b* mutants, some of which may be responsible for the partially distinct phenotypes of the mutants, such as the differential effect on circadian rhythmicity (Additional file 1). Altogether, our physiological and molecular analysis suggests that these PRMTs regulate most of the mentioned processes controlling the expression of a common set of genes. Indeed, when we analyzed in detail the identity of the co-regulated genes associated with the biological processes mentioned above, we found that many of them corresponded to transcription factors with key regulatory roles in the associated processes or pathways (e.g. *PRR5*, *PAR1*, and *FLC* among others). Thus, this suggests that the PRMTs studied here may regulate a common set of biological processes regulating directly or indirectly a few key major regulatory genes, which then control the expression of hundreds of genes associated with different biological responses (Figure 2C). 

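*PRR5* (*AT5G24470*, chromosome 5, 8355951 to 8358873), a pseudo-response regulator gene of the clock, rose from 430 ± 53.9 normalized counts in wild type to 728 ± 163 in *prmt5* (log2 change 0.72 ± 0.17, adjusted p = 0.00905) and 717 ± 126 in *prmt4a;4b* (0.75 ± 0.15, adjusted p = 0.00306). *PAR1* (*AT2G42870*, chromosome 2, 17836416 to 17837250), a transcription cofactor gene of shade avoidance, rose from 562 ± 222 to 1234 ± 362 (1.1 ± 0.27, adjusted p = 0.00997) and 1233 ± 165 (1.15 ± 0.22, adjusted p = 0.00212). *FLC* (*AT5G10140*, chromosome 5, 3173497 to 3179448), the floral repressor gene, rose from 70.0 ± 8.2 to 109 ± 22.6 (0.60 ± 0.23, adjusted p = 0.072) and further to 260 ± 61.1 (1.91 ± 0.22, adjusted p = 0.000153), a difference of -1.27 between the mutants (adjusted p = 0.00169). The rise of *FLC* in *prmt5* did not pass without WT replicate 1, WT replicate 2, *prmt5* replicate 1 or *prmt5* replicate 2, that of *PRR5* not without *prmt5* replicate 3, nor in *prmt4a;4b* without *prmt4a;4b* replicate 2. *TEM1* (*AT1G25560*), another repressor of flowering, rose from 1618 ± 264 to 3276 ± 667 (0.97 ± 0.17, adjusted p = 0.00212) and 2510 ± 307 (0.64 ± 0.14, adjusted p = 0.005, lost without WT replicate 1 or *prmt4a;4b* replicate 3), and *FHY1* (*AT2G37678*) from 28.2 ± 8.71 to 66.9 ± 4.45 (1.22 ± 0.31, adjusted p = 0.0125) and 90.7 ± 16.9 (1.71 ± 0.31, adjusted p = 0.00164). *COL2* (*AT3G02380*), of the CONSTANS-like family, fell from 2455 ± 258 to 1350 ± 375 (-0.91 ± 0.18, adjusted p = 0.0043) and 1372 ± 163 (-0.83 ± 0.13, adjusted p = 0.000596), and *LHY* (*AT1G01060*), a morning gene of the clock, from 2145 ± 583 to 1110 ± 193 (-1.00 ± 0.20, adjusted p = 0.00417) and 1373 ± 383 (-0.64 ± 0.22, adjusted p = 0.0419, lost without WT replicate 1, WT replicate 2 or *prmt4a;4b* replicate 2). All of these are genes of Fig. 2C, picked on the same libraries and so no independent evidence. Of 13 flowering repressors fixed beforehand, 3 rose and 10 did not pass in *prmt5* (3 over the list alone, median 0.07, camera adjusted p = 0.297), and 2 rose, 2 fell and 9 did not pass in *prmt4a;4b* (median -0.02, mean 0.16, adjusted p = 0.726, the test on the side of higher levels). *FLC* and *TEM1* of Fig. 2C are among these rises in each mutant. Of 17 flowering promoters with enough reads out of 21, 2 rose, 4 fell and 11 did not pass in *prmt5* (2 and 5 over the list alone, median -0.17, adjusted p = 0.726), *SPL3* (*AT2G33810*) among the falls (-0.92, adjusted p = 0.00371), and 2 fell and 15 did not pass in *prmt4a;4b* (1 over the list alone, median -0.07, adjusted p = 0.726). *COL2* of Fig. 2C is among the falls in each mutant.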

Our data resembles the results shown for muscle differentiation in mouse and zebrafish, where PRMT5 and PRMT4 positively regulate the expression of genes involved in myogenesis [21-23]. Therefore, the results of our genome-wide analysis do not support the idea that PRMT5 and PRMT4 act specifically as transcriptional repressor and activator, respectively, as previously suggested based on the analysis of a few genes. In fact, there is an increasing number of publications revealing roles for PRMT5 as a transcriptional activator and roles for PRMT4 as a transcriptional repressor [11,36-39]. It is worth mentioning that we cannot determine if the changes in mRNA levels observed between wild-type and *prmt* mutant plants are mediated by alterations in histone methylation, or by changes in the methylation status of non-histone targets that regulate gene expression at the transcriptional and/or post-transcriptional levels.

### Impact of PRMT5 and PRMT4s on genome-wide AS

Several reports have previously suggested a key role for type I and type II arginine methyltransferases in the regulation of pre-mRNA splicing. Indeed, the role of PRMT5 in this process has been well supported by genome-wide analyses of pre-mRNA splicing in *prmt5* mutant plants as well as in mammalian cells with reduced *PRMT5* expression. In contrast, our knowledge of the role of PRMT4 on pre-mRNA splicing is still limited to its effect on a few individual splicing events [17,18,26,29,32]. 

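Alternative splicing was read from the same 9 libraries as counts per bin, a stretch of a gene between neighbouring exon boundaries of the TAIR10 transcripts. The authors split the annotation into bins and counted reads on them, and 7973 bins belong to annotated events (alternative 3′ or 5′ sites, retained introns, skipped exons, and bins in more than 1 class). Reads on these bins were 983728 to 1216372 per library in wild type (median 1129281), 1141661 to 1560790 in *prmt5* (median 1450936) and 970452 to 1069128 in *prmt4a;4b* (median 991120). The splicing index of a bin is its read density over that of its gene, given as mean ± SD of 3 libraries. As a read counts for every bin it touches, bins of a few bases can have an index far over 1. What else adds to the index of such bins was not examined. A bin was tested with a mean of at least 5 reads in a genotype, a gene density over 0.05 in every genotype and an index over 0.05 in at least 1, by the edgeR quasi-likelihood test with scaling taken from the gene counts. It counted as altered at an adjusted p under 0.15 with log2 changes of reads and of index both beyond 0.58, which are the authors' limits. The same direction of both changes was also asked for here, which the paper does not state. Simulated changes of 1 and 2 on the log2 scale were found for 45.8% and 86.9% of bins in *prmt5* and 36.0% and 80.4% in *prmt4a;4b*, among bins with an expected mean of at least 5 reads in wild type.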

To characterize and compare the roles of *Arabidopsis* PRMT5 and PRMT4 on pre-mRNA splicing, we evaluated their effects on annotated AS events from genes expressed above a minimal threshold level in all genotypes. 

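Short segments between alternative 3′ sites were among the bins with the largest differences of splicing index. That ranking favours bins of a few bases, whose index is high. In *UBP13* (*AT3G11910*, chromosome 3, 3769989 to 3769991), a ubiquitin protease gene, the splicing index of a segment between alternative 3′ sites rose from 105 ± 22.9 in wild type to 193 ± 6.68 in *prmt5* (log2 change of reads 1.19 ± 0.24, adjusted p = 0.00153) and 205 ± 28.9 in *prmt4a;4b* (1.33 ± 0.22, adjusted p = 0.00027). In *MGD1* (*AT4G31780*, chromosome 4, 15376725 to 15376727), a galactolipid synthase gene, such a segment fell from 95.1 ± 4.87 to 29.8 ± 12.3 (-1.61 ± 0.27, adjusted p = 0.000393) and 33.0 ± 0.848 (-1.68 ± 0.25, adjusted p = 6.56e-05), and in *AT5G25560* (chromosome 5, 8901281 to 8901286) from 97.6 ± 2.83 to 32.6 ± 9.37 (-1.73 ± 0.24, adjusted p = 6.89e-05) and 27.5 ± 4.95 (-1.56 ± 0.21, adjusted p = 2.99e-05). In *PAPS2* (*AT2G25850*), a poly(A) polymerase gene, a bin of mixed class rose in *prmt4a;4b* (1.27 ± 0.24, adjusted p = 0.000639) and stood at -0.17 ± 0.26 in *prmt5* (adjusted p = 0.644), the index not differing enough between the mutants for that call. Of 4347 bins tested in *prmt5*, 683 rose and 557 fell, 1240 together, which is 28.5% of the bins tested and 19.1% of the 6507 bins in genes over the density limit. In *prmt4a;4b*, 761 rose and 591 fell of 4079 tested, 1352 together, 33.1% of the tested and 21.2% of 6364.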

We found significant alterations in 1137 AS events in *prmt5* mutants and in 1290 in *prmt4a;4b* mutants, representing 19 and 21% of all AS events evaluated, respectively. Among the altered AS events identified, 261 exhibited increased inclusion and 352 decreased inclusion simultaneously in both mutants (Figure 3A). 

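The same segments moved in the same direction in the mutants for many events. *AT5G57150*, a bHLH transcription factor gene, lost a segment between alternative 3′ sites (chromosome 5, 23152523 to 23152525) in both, its splicing index falling from 167 ± 23.3 in wild type to 63.7 ± 5.21 in *prmt5* (log2 change of reads -1.45 ± 0.32, adjusted p = 0.00264) and 67.7 ± 19.9 in *prmt4a;4b* (-1.12 ± 0.32, adjusted p = 0.0122). In *DSPTP1E* (*AT2G04550*), a phosphatase gene, a like segment fell from 120 ± 16.7 to 56.5 ± 7.44 (-1.71 ± 0.36, adjusted p = 0.00172) and 55.9 ± 13.5 (-1.40 ± 0.37, adjusted p = 0.00723). In all, 316 bins rose in both mutants, 46.3% of the rises in *prmt5* and 41.5% of those in *prmt4a;4b*, and 349 fell in both, 62.7% and 59.1% of the falls. Another 4 bins moved in opposite directions (2 at an adjusted p under 0.05 and 23 without the splicing index criterion). Independent lists would share 91.1 rises and 81.6 falls among the 3935 tested in both. No bin was called in both mutants in any of the 20 simulations with shared wild-type counts, but these call few bins at all and set no reference for the shared counts. Independent lists take no account of the shared wild-type libraries. Across bins, which are not independent replicates, the changes had a correlation of 0.736 against 0.533 simulated (0.561 at most). Their covariance was 0.878 against 0.139, an excess of 0.739. The simulations hold the shared wild-type counts with the spread between libraries. A shift of the whole wild-type group beyond that spread would not be in them. Among bins tested in both mutants and in the direct test, of those altered in *prmt5* but not *prmt4a;4b* 90 of 362 (24.9%) differed in the direct test, and 128 of 607 (21.1%) of the reverse group.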

No significant differences were observed in the distribution of the AS categories 5′ and 3′ alternative splicing site, intron retention and exon skipping (Additional file 2). 

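Retained introns were more frequent among the bins that rose than among the bins tested, with 41.3% (282) against 27.9% in *prmt5* (odds ratio 2.07, adjusted p = 8.13e-16) and 33.8% (257) against 26.6% in *prmt4a;4b* (1.53, adjusted p = 3.63e-06). Segments between alternative 3′ sites were more frequent among the bins that fell, 45.2% (252) against 32.4% in *prmt5* (1.88, adjusted p = 4.26e-11) and 48.1% (284) against 33.4% in *prmt4a;4b* (2.07, adjusted p = 4.79e-15). Segments between alternative 5′ sites were also more frequent among the falls in *prmt5* (1.56, adjusted p = 0.000339), and skipped exons less frequent among the rises in both (0.664, adjusted p = 0.0230 in *prmt5* and 0.695, adjusted p = 0.0295 in *prmt4a;4b*). With rises and falls counted together, no class differed from the tested bins in either mutant (lowest adjusted p = 0.113). A bin with few reads in wild type is tested only if the mutant has more, so bins that meet both minima in wild type were also compared, a choice made after seeing the data. There, retained introns among the rises had odds ratios of 2.12 (adjusted p = 7.25e-10) and 1.64 (adjusted p = 3.36e-06), and 3′ segments among the falls 1.69 (adjusted p = 8.3e-08) and 1.95 (adjusted p = 9.14e-13), in *prmt5* and *prmt4a;4b*. With both directions together, 5′ segments (1.34) and skipped exons (0.690) in *prmt5* and 3′ segments in *prmt4a;4b* (1.22) then passed, each at an adjusted p = 0.0365. Minima met in wild type keep every fall and drop only rises, so these odds ratios depend on that selection. Between the mutants, among bins tested in both and altered in just 1 of them, 27.5% of 382 in *prmt5* and 35.5% of 629 in *prmt4a;4b* lay between alternative 3′ sites (adjusted p = 0.0258) and 19.9% and 13.0% between 5′ sites (adjusted p = 0.0211). Each test is a two-sided Fisher's exact test over bins, which are not independent where they lie in the same gene.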

The AS events affected in common in both mutants were classified into functional categories, as described for the expression analysis, and evaluated for enrichment of specific categories in this data-set relative to their frequency in the genome. We found a significant over-representation for categories such as primary metabolism, response to light, response to hormones and abiotic stress (Figure 3B). In addition, we found alterations in specific genes associated with salt stress, RNA processing/splicing and flowering time regulation (e.g. *ATU2AF35A*, *ELF5*, *SOS4*), which could be at least partially responsible for the mutant phenotypes (Figure 4A, B, C and D). It is worth mentioning that some of the AS changes observed were specific for each mutant. In particular, the alteration in AS previously reported for the clock gene *PRR9* (*At2g46790*) [25] was clearly observed in *prmt5* but not in *prmt4a;b* mutants (Additional file 3). Indeed, a change in AS of *PRR9* is thought to be responsible for the circadian defect present in *prmt5* mutants [25]. 

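In *ATU2AF35A* (*AT1G27650*), coding for the small subunit of the splicing factor U2AF, the segment between alternative 5′ sites (chromosome 1, 9614582 to 9614734) rose in splicing index from 1.25 ± 0.194 in wild type to 2.04 ± 0.491 in *prmt5* (log2 change of reads 1.26 ± 0.23, adjusted p = 0.000708, lost without *prmt5* replicate 1) and 2.25 ± 0.348 in *prmt4a;4b* (0.85 ± 0.21, adjusted p = 0.00439). *ELF5* (*AT5G62640*), a flowering-time gene, lost a segment between alternative 3′ sites (chromosome 5, 25150894 to 25150911), from 5.34 ± 1.49 to 2.00 ± 0.951 (-1.32 ± 0.38, adjusted p = 0.0137) and 1.43 ± 0.172 (-1.87 ± 0.38, adjusted p = 0.00102). *SOS4* (*AT5G37850*), a pyridoxal kinase gene needed for salt tolerance, gained an exon annotated as skipped (chromosome 5, 15067113 to 15067196), from 0.984 ± 0.2 to 2.53 ± 0.171 (1.61 ± 0.32, adjusted p = 0.00125) and 2.35 ± 0.241 (1.18 ± 0.36, adjusted p = 0.0164). *CCR2* (*AT2G21660*), the gene of a glycine-rich RNA-binding protein under clock control, retained an intron (chromosome 2, 9265665 to 9265715) more, at 3.27 ± 0.339, 5.74 ± 1.13 (1.22 ± 0.22, adjusted p = 0.000525) and 7.28 ± 0.437 (1.6 ± 0.18, adjusted p = 6.95e-06). *PIF4*, a phytochrome-interacting factor gene, gained a 3′ segment (25.6 ± 3.58, 45.6 ± 4.64 and 42.9 ± 2.28), and *AGO1*, of the microRNA pathway, lost 1 (12.6 ± 2.04, 5.38 ± 2.9 and 3.36 ± 0.273). Of the events of Fig. 4, 14 of 14 at 3′ sites, 3 of 4 at 5′ sites, 7 of 8 retained introns and 6 of 7 skipped exons were altered the same way in both mutants. Of these 30, 13 lost the call in at least 1 mutant with some library left out (9 in *prmt5* and 7 in *prmt4a;4b*). The others are *DI19*, whose segment had fewer reads in *prmt5* (-0.89, adjusted p = 0.0157) but not a lower splicing index (39.2 ± 9.61 and 56.1 ± 6.13), *AtSRL1*, at -0.56 in *prmt4a;4b* (adjusted p = 0.197), and *PRP39*, at -0.58 in *prmt5* (adjusted p = 0.213), with log2 ratios of splicing index of -0.96 and -1.29 there. The figure's events were chosen by the study on these libraries and are not independent evidence, and for each gene the bin that the authors' tables list in both mutants was taken.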

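*PRR9* (*AT2G46790*, listed in the reference as TL1), a pseudo-response regulator gene of the circadian clock, has an 8-base segment between alternative 5′ sites (AT2G46790:E003, chromosome 2, 19233323 to 19233330) that had no read in wild type, 14.7 reads on average in *prmt5* and 2.67 in *prmt4a;4b*. Its splicing index was 4.75 ± 1.47 in *prmt5* and 3.81 ± 4.79 in *prmt4a;4b*. The rise in *prmt5* passed the test (adjusted p = 0.000961). The segment had too few reads to be tested in *prmt4a;4b*, and the direct test between the mutants gave a log2 difference of 2.09 (adjusted p = 0.122).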

Lack of effect of PRMT4s on this AS event is therefore consistent with the absence of a circadian phenotype in this mutant. Taken together, both mutants analyzed displayed significant alterations in the regulation of annotated AS events highlighting a key role for both PRMT5 and PRMT4 in the regulation of AS. In contrast to what we observed for gene expression, we did not find an over-representation of genes related to RNA processing among those affected at the AS level in the *prmt5* and *prmt4a;4b* mutants, suggesting that alterations in this process most likely result from effects on the expression of genes encoding splicing factors as well as from the post-translational regulation of specific proteins involved in RNA processing. On the other hand, processes such as primary metabolism, translation, response to light, hormone responses, and abiotic stress tolerance, all seem to be affected through changes in both gene expression and AS.

**Figure 3:**
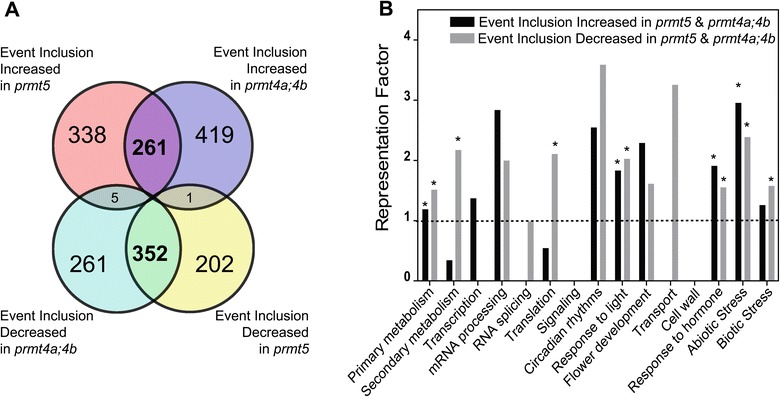
**Impact of PRMT5 and PRMT4s on genome wide AS. (A)** Overlap between significantly altered alternative splicing events. **(B)** Representation Factor of alternative splicing events co- regulated by PRMT5 and PRMT4s in the selected functional categories. *: indicates over-representation compared to random. Representation factor significance was assessed using a hypergeometric test (p ≤ 0,05).

**Figure 4:**
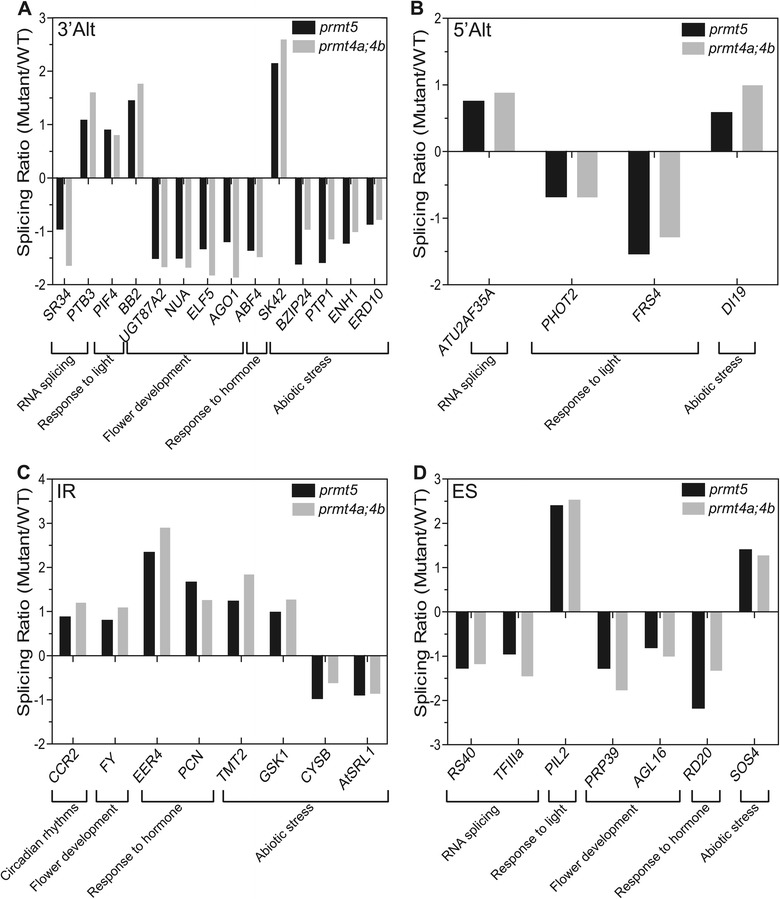
**Alternative Splicing Events altered in** ***prmt5*** **and** ***prmt4a;4b*** **. (A)** Splicing Ratio of 3′ alternative splicing events affected in both mutants. **(B)** Splicing Ratio of 5′ alternative splicing events altered in both mutants. **(C)** Splicing Ratio of Intron Retention events affected in both mutants. **(D)** Splicing Ratio of Exon Skipping events altered in both mutants. The GO category to which each gene belongs is indicated at the bottom of each panel.

### Analysis of the effects of PRMT5 and PRMT4s on constitutive pre-mRNA splicing

To evaluate the role of PRMT5 and PRMT4 on constitutive splicing, we characterized the impact of mutations in these genes on splicing of all introns not annotated as alternatively spliced, which are present in genes expressed above a threshold level in all genotypes (Additional file 4). 

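The introns outside annotated events were counted by the authors in the same 9 libraries, 120717 introns in all, as whole reads without normalization. Introns carry the numbers of the authors' counts, which need not be their order in the transcript. Intron reads per library were 409230 to 541436 in wild type (median 499392), 633468 to 839896 in *prmt5* (median 737782) and 445587 to 516922 in *prmt4a;4b* (median 463778), or 1.68 ± 0.0371%, 2.03 ± 0.0643% and 1.64 ± 0.110% of the gene reads. Each intron was tested as the alternative splicing bins were, by the edgeR quasi-likelihood test with scaling from the gene counts and the same limits, and both higher and lower retention were counted. Few reads per intron limit what can be found, since simulated changes of 1 and 2 on the log2 scale were recovered for 10.9% and 56.0% of introns in *prmt5* and 7.14% and 65.6% in *prmt4a;4b*. The changes were simulated only in introns with an expected mean of at least 5 reads in wild type, so introns with fewer are not covered.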

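Reads on intron 1 of *AT1G12730* (chromosome 1, 4334847 to 4334953) were found in *prmt5*, with no read in wild type. Its splicing index was 4.26 ± 0.287 in *prmt5* and 0.345 ± 0.132 in *prmt4a;4b* (log2 difference between the mutants 5.81, adjusted p = 2.27e-13). The reads in *prmt5* were 185-fold over an assumed floor of 3 reads in the wild-type libraries together. In *AT3G23255*, intron 1 rose from 1.17 ± 0.798 to 5.75 ± 1.09 in *prmt5* (log2 change of reads 3.10 ± 0.47, adjusted p = 9.27e-06) against 1.22 ± 0.432 in *prmt4a;4b* (difference 2.57, adjusted p = 6.8e-05). Intron 17 of *AT3G50380* rose in both, from 2.05 ± 0.487 to 6.30 ± 1.66 (1.42 ± 0.41, adjusted p = 0.00992) and 7.70 ± 2.91 (1.88 ± 0.40, adjusted p = 0.00291). An index over 1 means denser reads on the intron than on its gene, and whether such reads reflect retention alone was not tested. Intron 3 of *AUL1* (*AT1G75310*) fell, from 3.25 ± 0.783 to 1.2 ± 0.324 (-1.75 ± 0.36, adjusted p = 0.000572) and 0.768 ± 0.489 (-2.21 ± 0.44, adjusted p = 0.00182), as did intron 5 of *AT1G51745* (-1.91 ± 0.37, adjusted p = 0.000272 and -1.22 ± 0.34, adjusted p = 0.0186). Of 14877 introns tested in *prmt5*, 4946 had higher and 1131 lower retention, a ratio of 4.37, and of 11002 in *prmt4a;4b*, 1701 had higher and 1195 lower retention. Scaling by the intron reads in place of the gene reads gave 3421 higher and 1673 lower in *prmt5*. Without *prmt4a;4b* replicate 3, the counts in *prmt4a;4b* fell to 1075 higher and 773 lower.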

We found 2506 introns with increased retention in *prmt5* and 1143 in *prmt4a;4b* mutants relative to wild-type plants. This represents 3.1 and 1.4% of all introns studied in *prmt5* and *prmt4a;4b* mutants, respectively. 

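Introns with higher retention made up 5.87% of the 84201 introns in genes over the density limit in *prmt5* and 2.09% of the 81203 in *prmt4a;4b*. Rises and falls together made up 7.22% and 3.57%. Of the introns altered in *prmt5*, 81.4% had higher retention, and of those in *prmt4a;4b* 58.7%. In the direct test, 3200 introns were retained more and 432 less in *prmt5* than in *prmt4a;4b*, of 14056 tested. The share in *prmt4a;4b* was 1.32% without *prmt4a;4b* replicate 3.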

Interestingly, a much larger effect was observed in introns annotated as alternatively spliced, with 17.7% of these affected in *prmt5* mutants and 17.8% in *prmt4a;4b* mutants. Thus, these results clearly indicate that PRMT5 and PRMT4s have much larger impact on alternative compared to constitutive splicing, as was previously reported for *prmt5* in *Arabidopsis* based on data from tiling arrays and a HR RT-PCR panel of well characterized AS events, in contrast to what was observed for mammals [25,27].

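Of the introns annotated as alternatively spliced in genes over the density limit, 20.1% of 1778 were altered in *prmt5* and 19.1% of 1745 in *prmt4a;4b*. Most of these had higher retention, 15.9% in *prmt5* (282 introns) and 14.7% in *prmt4a;4b* (257), and the rest lower. Enough reads for the test lay on 1211 of the 1778 and 1085 of the 1745 introns. At an adjusted p under 0.05, 12.2% were altered in *prmt4a;4b*, and with at least 5 reads in both genotypes 12.9% in *prmt5*.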

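Of all introns in expressed genes, a larger share of the annotated introns than of the constitutive ones had higher retention in both mutants. Among introns with enough reads to be tested, the shares depend in part on the change itself, since an intron with few reads in wild type enters only if the mutant has more. In *prmt5*, 23.3% of 1211 annotated and 33.2% of 14877 constitutive introns had higher retention (odds ratio 0.610, adjusted p = 8.88e-13), and 29.5% and 40.8% were altered in either direction (0.605, adjusted p = 1.74e-14). In *prmt4a;4b*, 23.7% of 1085 annotated and 15.5% of 11002 constitutive introns had higher retention (1.70, adjusted p = 4.58e-11), and 30.7% and 26.3% were altered (1.24, adjusted p = 0.00267), the last turning to 0.892 with a minimum of 10 reads. In 4 groups of introns by wild-type reads, from fewest to most, the odds ratio for higher retention was 0.522, 0.913, 1.63 and 0.910 in *prmt5* and 1.19, 2.77, 3.52 and 1.81 in *prmt4a;4b*. Of constitutive introns in the group with fewest wild-type reads (at most 2.67), 75.6% had higher retention in *prmt5*, so its odds ratio over all tested introns does not compare the kinds of intron on equal terms. Among introns that meet both minima in wild type, chosen after seeing the data, the odds ratio for higher retention turned to 1.26 in *prmt5* (16.1% against 13.2%, adjusted p = 0.0190) and was 3.07 in *prmt4a;4b* (20.7% against 7.82%, adjusted p = 8.09e-30), and for either direction 0.866 (adjusted p = 0.0736) and 1.42 (adjusted p = 1.32e-05). That set keeps every fall and drops only rises, in *prmt5* from 282 to 152 annotated and from 4946 to 1101 constitutive introns. Its ratios thus depend on the selection too and do not settle which kind of intron is affected more. All these ratios come from two-sided Fisher's exact tests over introns, which are not independent within a gene. The paper concludes from the larger share of altered introns among those annotated as alternative that both kinds of methyltransferase act more on alternative than on constitutive splicing, as an earlier plant study of PRMT5 had found and unlike mammals.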

Interestingly, many of the increased intron retention events identified were similarly affected in *prmt5* and *prmt4a;4b* mutants (Figure 5A), as shown for gene expression and AS. 

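In *EIL1* (*AT2G27050*), a transcription factor gene of ethylene signaling, intron 1 (chromosome 2, 11545993 to 11546267) rose in splicing index from 0.0670 ± 0.0241 in wild type to 0.221 ± 0.0705 in *prmt5* (log2 change of reads 1.61 ± 0.36, adjusted p = 0.00119) and 0.308 ± 0.0965 in *prmt4a;4b* (1.91 ± 0.36, adjusted p = 0.00134). Intron 11 of *CPL3* (*AT2G33540*), a phosphatase gene for RNA polymerase II, rose as well, from 0.347 ± 0.217 to 1.11 ± 0.414 (1.63 ± 0.50, adjusted p = 0.0133) and 1.35 ± 0.391 (2.23 ± 0.49, adjusted p = 0.00396). In total 814 introns had higher retention in both mutants, 16.5% of those in *prmt5* and 47.9% of those in *prmt4a;4b*, and 592 had lower retention in both, 52.3% and 49.5%. These shares are of all introns called in a mutant, and of the 14877 introns tested in *prmt5* only 10028 were tested in both. Introns without a test in *prmt4a;4b* count as not shared, so the 16.5% does not show that most rises in *prmt5* are absent there. A further 24 moved in opposite directions. Independent lists would share 264 and 133 among the 10028 tested in both. The 20 simulations of unchanged groups shared none, but they call few introns at all and set no reference for the shared counts. Independent lists leave out the shared wild-type libraries. The correlation of the changes across introns, which are not independent replicates, was 0.724 against 0.585 simulated (0.611 at most), and the covariance 1.2 against 0.299, an excess of 0.898. The simulated values include the shared wild-type counts with their spread, but no shift of the whole wild-type group. Among introns tested in both mutants and in the direct test, of those altered in *prmt5* but not *prmt4a;4b* 42.3% of 1363 differed in the direct test, and 32.2% of 925 in the reverse group. The number higher in both was 516 without *prmt4a;4b* replicate 3. With each library left out, the number lower in both ran from 367 to 770 and that in opposite directions from 9 to 27.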

We then categorized these common set of intron retention events using Gene Ontology, and found a significant enrichment in the categories corresponding to primary metabolism, response to hormones and biotic stress (Figure 5B). 

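Retention rose in both mutants at genes of each kind shown in the figure. *RPP4* (*AT4G16860*), a disease resistance gene, rose at intron 4 (chromosome 4, 9490812 to 9490994) in splicing index from 0.452 ± 0.265 in wild type to 2.2 ± 0.421 in *prmt5* (log2 change of reads 2.63 ± 0.38, adjusted p = 4.37e-06) and 2.04 ± 0.665 in *prmt4a;4b* (2.33 ± 0.38, adjusted p = 0.000413). *HSP70-15* (*AT1G79920*), a chaperone gene, rose at intron 1 (chromosome 1, 30059095 to 30059177) from 0.107 ± 0.0438 to 0.271 ± 0.0793 (1.77 ± 0.35, adjusted p = 0.000292) and 0.455 ± 0.0420 (2.47 ± 0.32, adjusted p = 3.33e-05). Intron 3 of *SPL13A*, a flowering promoter, rose from 0.179 ± 0.0146 to 0.658 ± 0.160 (2.27 ± 0.37, adjusted p = 3.23e-05) and 0.840 ± 0.207 (2.47 ± 0.38, adjusted p = 0.000188), and its near-identical copy *SPL13B* has the same reads, so which copy they come from is unknown. *SNRK2-8* (*AT1G78290*), a kinase gene of osmotic stress signaling, rose by 2.02 ± 0.39 (adjusted p = 0.000236) and 1.90 ± 0.39 (adjusted p = 0.00249), *ICE1* (*AT3G26744*), a cold-response regulator, by 1.80 ± 0.48 (adjusted p = 0.00549) and 2.03 ± 0.48 (adjusted p = 0.00691), and *CIPK3* (*AT2G26980*) by 1.41 ± 0.34 (adjusted p = 0.00218) and 1.57 ± 0.32 (adjusted p = 0.00217). Among the splicing factors, *SR34b* rose by 1.53 ± 0.49 (adjusted p = 0.0172) and 1.58 ± 0.52 (adjusted p = 0.0416, lost without WT replicate 2 or *prmt4a;4b* replicate 2). Intron 9 of *XBAT35*, of ethylene signaling, rose more in *prmt5* (2.17 ± 0.34) than in *prmt4a;4b* (0.91 ± 0.36), with a difference of 1.3 (adjusted p = 0.00357), and that of *prmt4a;4b* was lost without WT replicate 2, *prmt4a;4b* replicate 1 or *prmt4a;4b* replicate 3. All 27 introns of Fig. 5C had higher retention in both mutants, having been chosen by the study on these libraries, so they are not independent evidence. Of these, 15 lost the call in *prmt4a;4b* and 3 in *prmt5* with some library left out, and 11 kept it in both throughout.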

We also found several intron retention events associated with genes involved in the regulation of RNA splicing, light signaling, flowering, hormone signaling, and abiotic/biotic stress (Figure 5C). This data set supports the idea that PRMT5 and PRMT4 regulate the aforementioned processes, at least in part, through their effects on the regulation of pre-mRNA splicing of genes associated with them.

**Figure 5:**
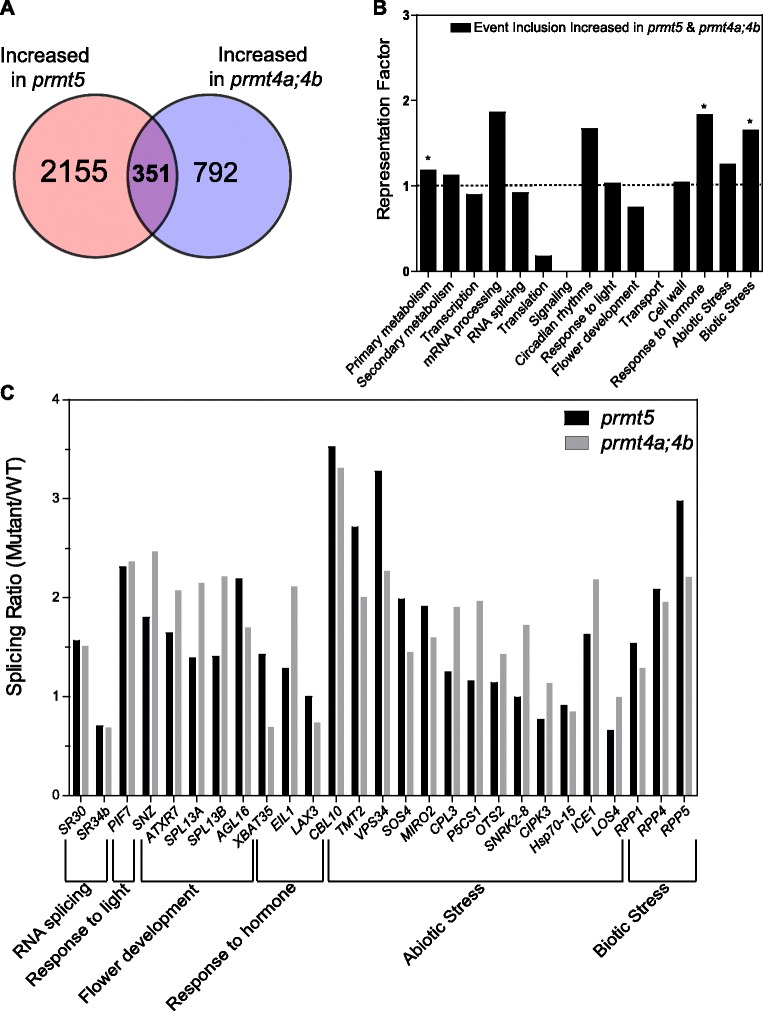
**Analysis of the effects of PRMT5 and PRMT4s on constitutive pre-mRNA splicing. (A)** Overlap between introns with increased retention in both mutants. **(B)** Representation Factor of introns whose retention increased simultaneously in *prmt5* and *prmt4a;4b* in the selected functional categories. *: indicates over-representation compared to random, representation factor significance was assessed using a hypergeometric test (p ≤ 0,05). **(C)** Splicing Ratios of some representative events showing increased inclusion in both mutants is displayed (FDR ≤0,1). The GO category to which each gene belongs is indicated at the bottom of each panel.

Then, we validated alterations in pre-mRNA splicing detected using RNA-seq for three splicing events. 

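The annotated retained intron of *AT3G17100*, a bHLH protein gene (chromosome 3, 5831384 to 5831465), rose in splicing index from 0.0621 ± 0.0260 in wild type to 0.774 ± 0.249 in *prmt5* and 0.610 ± 0.146 in *prmt4a;4b* (n = 3 libraries each). Its reads rose by 2.91 ± 0.45 on the log2 scale in *prmt5* (adjusted p = 0.000139) and by 2.56 ± 0.48 in *prmt4a;4b* (adjusted p = 0.000585, edgeR quasi-likelihood test). Between the mutants the difference was 0.38 (adjusted p = 0.554). On average 6.33 reads in wild type, 53.7 in *prmt5* and 32.7 in *prmt4a;4b* lay on the intron.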

One of this was an intron retention event associated with the gene *AT3G17100*, which was similarly affected in both *prmt5* as well as *prmt4a;4b* mutants (Figure 6A). Another event validated was an intron retention event associated with the core clock gene *AT2G46790*, also known as *PRR9*, which increased in *prmt5* and was not affected in *prmt4a;4b* (Figure 6B)*.* Finally, we assessed a multiple splicing event that was affected only in *prmt4a;4b* at the gene *AT5G63460*, which exhibited an increased retention of the intron 2 reported as constitutively spliced and, simultaneously, displayed an increased retention of the exon 3 that is reported as an alternative exon skipping event (Figure 6C).

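The intron of *PRR9* (*AT2G46790*, intron 4 in the count tables, chromosome 2, 19233551 to 19233637) rose in splicing index from 0.0401 ± 0.0694 in wild type to 0.846 ± 0.242 in *prmt5*, with 0.667 and 28.3 reads on average (adjusted p = 7.32e-06). In *prmt4a;4b* the index was 0.245 ± 0.216 on 2.33 reads, too few to be tested, and the mutants differed by 3.17 (adjusted p = 0.000507). At *AT5G63460*, the intron at chromosome 5, 25414449 to 25414573 rose from 0.0385 ± 0.0403 to 0.496 ± 0.0739 in *prmt4a;4b* (2.72 ± 0.68, adjusted p = 0.00896), and the adjoining skipped exon (25414413 to 25414448) from 0.0715 ± 0.0636 to 1.05 ± 0.370 (2.94 ± 0.95, adjusted p = 0.0193). In *prmt5* these bins were at 0.106 ± 0.0786 and 0.144 ± 0.00877 and had too few reads to be tested. They were lower there than in *prmt4a;4b* in the direct test (-2.32, adjusted p = 0.0129, and -2.74, adjusted p = 0.0418). The paper also tested these events by RT-PCR, which is not analysed here.

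**Figure D1:**
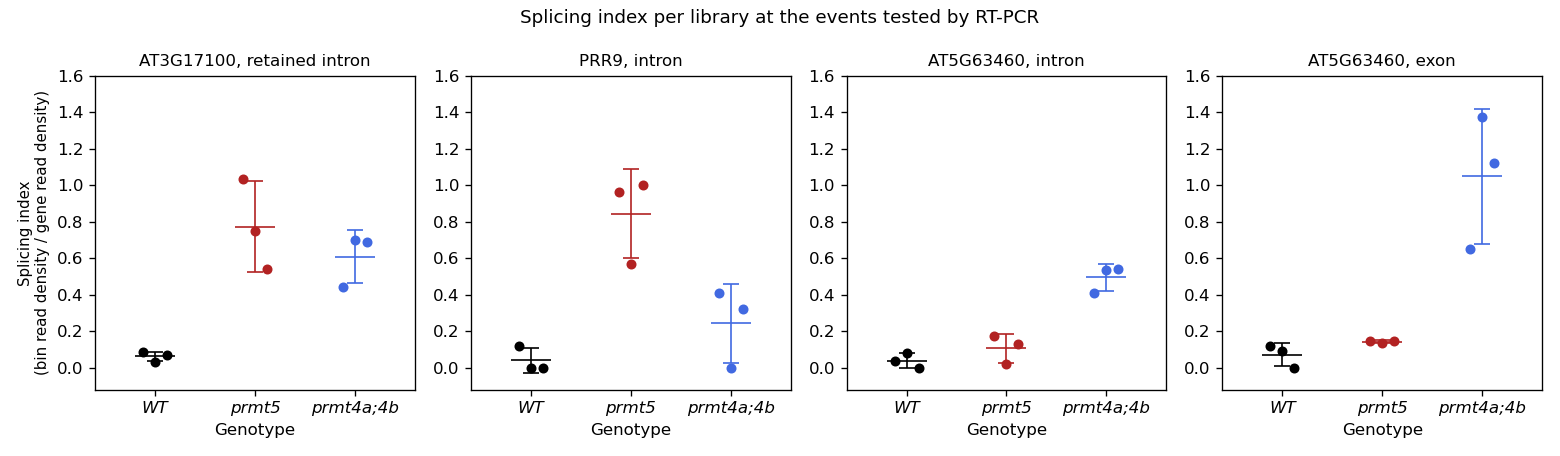
Splicing index (read density of the bin over that of its gene) of 4 bins: the retained intron of *AT3G17100*, the intron of *PRR9*, and the intron and the skipped exon of *AT5G63460*. Each dot is 1 library and the line with its bar is the mean ± SD of 3 libraries (wild type black, *prmt5* red, *prmt4a;4b* blue). The first bin is higher in both mutants, the *PRR9* intron in *prmt5*, and the *AT5G63460* bins in *prmt4a;4b*.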

**Figure 6:**
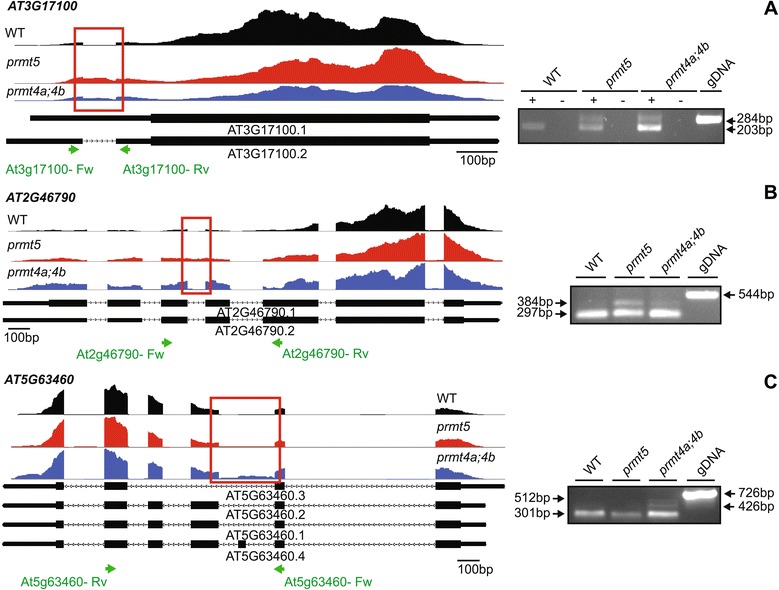
**RT-PCR Analysis of alternative splicing events.** RT-PCR validation of three events identified through RNA-seq. **(A)** Event affected in both mutants simultaneously. **(B)** Event affected only in *prmt5*. **(C)** Event affected only in *prmt4a;4b*. The read density map for each event evaluated is displayed (WT: black, *prmt5*: red, *prmt4a;4b*: blue). A scheme describing each gene is displayed below the read density maps, with exons and introns displayed as boxes and lines respectively. A red square encloses the measured event, while green arrows display the position of the oligo used for the RT-PCR measurement. An image of the agarose gel with the RT- PCR amplicons is displayed next to the read density maps. Black arrows indicate amplicon sizes. +: retrotranscriptase added, −: retrotranscriptase not added, gDNA: genomic DNA control. Each image represents one of three biological replicates measured.

Finally, we evaluated whether there was any change in the splice-site sequences of the intron retention events affected in *prmt* mutants compared to the consensus splice-site sequence of all introns present in the *Arabidopsis* genome (Figure 7A)*.* Interestingly, as previously reported for *prmt5* mutants [25], we found that the donor splice site sequences of the splicing events affected only in *prmt5* mutants, or simultaneously altered in *prmt5* and *prmt4a;b* mutants, displayed an under-representation of the consensus A and G nucleotides present in the −2 and −1 positions of the consensus donor splice site (Figure 7B and C). This indicates that the splicing events predominantly regulated by PRMT5 alone, or simultaneously by PRMT5 or PRMT4, are enriched in weak splice sites that deviate from the consensus sequence. Therefore, PRMT5 and PRMT4 are likely to regulate pre-mRNA splicing, at least in part, by contributing to stabilizing weak RNA-RNA interactions between donor splice sites that deviate from the consensus sequence, and the sequence present in the U1 SnRNA that is complementary to the consensus donor splice-site sequence. On the other hand, no deviation from the consensus sequence was observed for the acceptor splice site (data not shown), or for the donor splice site of the events affected only in *prmt4* mutants (Figure 7D). This observation suggests that PRMT4 may also contribute to the regulation of a subset of pre-mRNA splicing events acting, at least in part, by a different mechanism than PRMT5.

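Introns with altered retention in *prmt5* alone had the consensus A at donor position -2 less often, 48.9% of 3932 introns against 65.6% of 10795 other tested introns (odds ratio 0.502, adjusted p = 3.37e-73), and the consensus G at -1 less often, 63.7% against 81.8% (0.391, adjusted p = 4.97e-109). Introns altered in both mutants (806) had the A in 58.4% (0.736, adjusted p = 0.000171) and the G in 73.2% (0.607, adjusted p = 3.44e-08). The difference of this group at -2 was lost without WT replicate 1 or *prmt4a;4b* replicate 2, and with higher retention only (501 introns) the A stood in 49.3% (0.494, adjusted p = 9.77e-14) and the G in 66.7% (0.435, adjusted p = 2.79e-15). The sites were read from the TAIR10 sequence of GT-AG introns of at least 40 bases, 16640 of which had enough reads to be tested in at least 1 mutant, and an intron was altered at a log2 change of splicing index of at least 1 with an adjusted p of at most 0.10, the limits of the study. Introns altered in 1 mutant alone include those with too few reads for a test in the other. The background here is the other tested introns, and each test is a two-sided Fisher's exact test over introns, not libraries, adjusted over positions and groups.

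**Figure D2:**
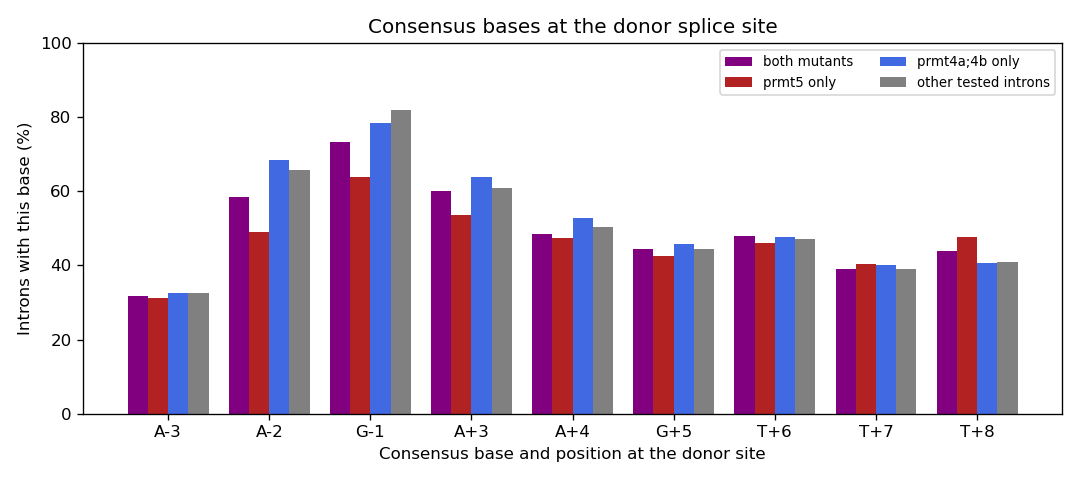
Share of introns with the consensus base at donor positions -3 to +8 (the invariant +1 and +2 left out), as bars for introns with altered retention in both mutants, in *prmt5* only and in *prmt4a;4b* only, and for the other tested introns. The bars of the *prmt5* group are lowest at -2 and -1, and those of both mutants lie between that group and the other tested introns there.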

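Away from the exon end, introns altered in *prmt5* alone also had the consensus A at +3 less often (53.5% against 60.8%, odds ratio 0.744, adjusted p = 2.76e-14) and at +4 (47.4% against 50.4%, adjusted p = 0.00389), and T at +8 more often (47.6% against 41.0%, 1.31, adjusted p = 4.92e-12). At +3, the introns altered in both mutants had the A in 60.2%, and against all GT-AG introns they also had the consensus base less often at +3 (0.771, adjusted p = 0.00105), +4 (0.811, adjusted p = 0.00648) and +5 (0.8, adjusted p = 0.00416). The pairing of these donor sites with U1 snRNA was not measured. The paper reasons that donor sites departing from the consensus are weak, and proposes that PRMT5 and ~PRMT4 help to hold such sites to the U1 snRNA.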

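At the acceptor, the G that opens the next exon was less frequent in all the groups than among the other tested introns (61.9%), with 52.2% for introns altered in both mutants (odds ratio 0.674, adjusted p = 2.11e-07), 53.3% for *prmt5* alone (0.703, adjusted p = 8.54e-20) and 53.1% for *prmt4a;4b* alone (0.698, adjusted p = 6.77e-08). A pyrimidine at -3 was more frequent in *prmt5* alone (93.2% against 90.5%, 1.43, adjusted p = 5.33e-07). The share of pyrimidines in the stretch from 20 to 5 bases before the exon was 63.7% in both, 63.9% in *prmt5* alone and 62.6% in *prmt4a;4b* alone, against 62.1% (permutation test, adjusted p = 0.00241, 3e-05, from the smallest permutation p possible, and 0.280). At the donor, the 1107 introns altered in *prmt4a;4b* alone had A at -2 in 68.6% (1.14, adjusted p = 0.12) and G at -1 in 78.5% (0.812, adjusted p = 0.0227). The G difference was lost without *prmt5* replicate 1 or *prmt5* replicate 3, and the A difference passed without *prmt4a;4b* replicate 1, *prmt4a;4b* replicate 3 or *prmt5* replicate 3. With higher retention only (695 introns), the G stood in 74.4% against 82.2% (0.631, adjusted p = 3.14e-06, two-sided Fisher's exact test). The A then stood in 65.8% against 66.3% (0.975, adjusted p = 0.843). Against all GT-AG introns of the genome in place of the tested ones, the odds ratios for the exon G were 1.02, 1.06 and 1.06 and that for G at -1 in *prmt4a;4b* alone was 1.1. The acceptor pyrimidine share minus background, both mutants, then turned to -0.195.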

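Set directly against introns altered in *prmt4a;4b* alone, those altered in *prmt5* alone had the consensus A at donor position -2 less often (odds ratio 0.439, adjusted p = 2.22e-30), and so the G at -1 (0.481, adjusted p = 2.94e-20) and the A at +3 (0.654, adjusted p = 6.45e-09, two-sided Fisher's exact tests). T at +8 was more frequent in the *prmt5* group (47.6% and 40.6%, 1.33, adjusted p = 0.000124), as was a pyrimidine at acceptor position -3 (1.57, adjusted p = 0.000295). The G opening the next exon did not pass between the groups (1.01, adjusted p = 0.919).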

**Figure 7:**
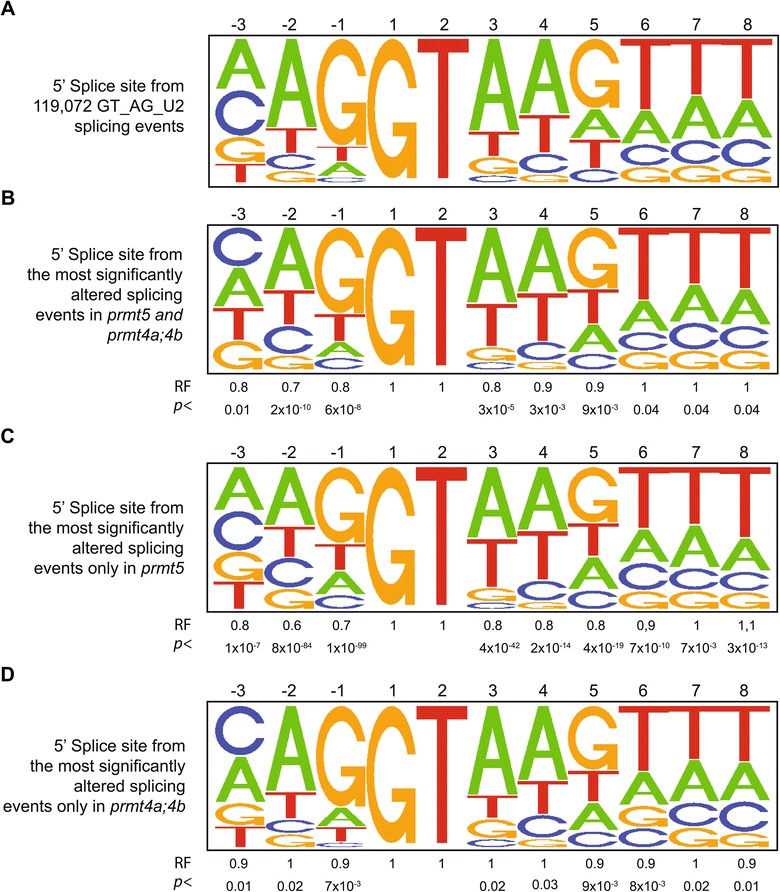
**Bioinformatic analysis of donor splice-site sequences.** Pictograms showing the frequency distribution of nucleotides at the 5′ splice site of **(A)** 119,072 GT_AG_U2 *Arabidopsis* introns, **(B)** the most significantly intron retention events whose splicing were altered simultaneously in both *prmt5* and *prmt4a;4b*, **(C)** the most significantly intron retention events altered only in *prmt5* and **(D)** the most significantly intron retention events altered only in *prmt4a;4b*. The representation factor (RF) is the frequency in the data set of interest divided by the total frequency. For each RF a p-value was calculated using the hypergeometric test.

## Conclusions

Our comparative analysis of the physiological and molecular alterations present in *Arabidopsis prmt5* and *prmt4a;4b* mutants clearly shows that, in plants, the type II arginine methyltransferase PRMT5 and the type I methyltransferases PRMT4a and 4b most often co-regulate the same biological processes, affecting them in a similar manner. At the same time, we also found that some physiological processes are specifically affected by PRMT5 but not by PRMT4s. The transcriptome analysis conducted with RNA-seq revealed that the co-regulated nature of most of the physiological processes evaluated was more likely the result of overlapping roles of PRMT5 and PRMT4 in the regulation of transcription and pre-mRNA splicing. Thus, our findings suggest that the general idea that PRMT5 and PRMT4 play antagonist roles in the regulation of gene expression, may probably be a biased conclusion based on the analysis of few genes. Our study, besides being the first genome wide analysis of the effects of PRMT4 on gene expression and pre-mRNA splicing, strongly suggest that PRMT5 and PRMT4 have mostly similar molecular functions regulating gene expression at the transcriptional and post-transcriptional level.

## Methods

### Plant material

All of the Arabidopsis lines used in this study were in the Columbia ecotype. The *prmt5* mutant used was *prmt5-5* [25]. *prmt4a* (SALK_033423) and *prmt4b* (SALK_097442) mutants were obtained from the Arabidopsis Biological Research Center (ABRC) T-DNA insertion collections. The *prmt4a;4b* double mutant was obtained by crossing the simple mutants. The photoreceptor mutants used in this study were *phyB-9* and *cry1-b104;cry2-1*.

### Growth conditions

For flowering time experiments, the plants were grown on soil at 22°C under long days (LD; 16-h light/8-h dark cycles; 80 μmol.m^−2^.s^−1^ of white light) or short day (SD; 8-h light/16-h dark cycles; 140 μmol.m^−2^.s^−1^ of white light) depending on the experiment.

### Physiological measurements

Flowering time was estimated by counting the number of rosette leaves at the time of bolting. This experiment was replicated in four occasions with 15 plants of each genotype in each experiment. For leaf movement analysis, plants were grown under 16-h light/8-h dark cycles and transferred to continuous 20 μmol.m^−2^.s^−1^ white fluorescent light at 22°C, and the position of the first pair of leaves was recorded every 2 hours for 6 days using digital cameras and leaf angle was determined using ImageJ software [40]. Period estimates were calculated with Brass 3.0 software (Biological Rhythms Analysis Software System, available from http://www.amillar.org) and analyzed with the FFT-NLLS suite of programs [41]. An ANOVA followed by Tukey’s Multiple Comparison Test was used for comparisons among genotypes. For hypocotyl length measurements seedlings were grown on 0.8% agar under complete darkness, continuous red (0,01 to 100 μmol.m^−2^.s^−1^) and continuous blue light (0,1 to 10 μmol.m^−2^.s^−1^), and the final length of the hypocotyls was measured after 4 d. Light effects on hypocotyl elongation were calculated normalizing hypocotyl length under each light regime relative to hypocotyl length of the same genotype under constant dark conditions; N = 6 replicates of 10 seedlings each. An ANOVA followed by Tukey’s Multiple Comparison Test was used for comparisons among genotypes and irradiances. For salt stress assays seeds were germinated on MS agar medium, for the root growth assay 4 day old seedlings were transferred to MS agar containing 0 or 100 mM NaCl and then the seedlings were grown vertically for 10 days. Root growth was measured relative to that of plants kept under control conditions; more than 30 roots were measured for each data point. For the NaCl tolerance assay, 4 days old seedlings were transferred from the germination medium to MS agar containing 0 or 160 mM NaCl, and the survival rate was determined 30 days after the seedlings were transferred to the treatment medium.

### Growth conditions and protocol used for cDNA library preparation and high-throughput sequencing

Seeds were sown onto Murashige and Skoog medium containing 0.8% agarose, stratified for 4 d in the dark at 4°C, and then grown at 22°C in continuous light. Whole plants were harvested after 10 days, and total RNA was extracted with RNeasy Plant Mini Kit (QIAGEN) following the manufacturer’s protocols. To estimate the concentration and quality of samples, NanoDrop 2000c (Thermo Scientific) and the Agilent 2100 Bioanalyzer (Agilent Technologies) with the Agilent RNA 6000 Nano Kit were used, respectively. Libraries were prepared following the TruSeq RNA Sample Preparation Guide (Illumina). Briefly, 3 μg of total RNA was polyA-purified and fragmented, first-strand cDNA synthesized by reverse transcriptase (SuperScript III; Invitrogen) using random hexamers. This was followed by RNA degradation and second-strand cDNA synthesis. End repair process and addition of a single A nucleotide to the 3′ ends allowed ligation of multiple indexing adapters. Then, an enrichment step of 12 cycles of PCR was performed. Library validation included size and purity assessment with the Agilent 2100 Bioanalyzer and the Agilent DNA1000 kit (Agilent Technologies). Samples were pooled to create 12 multiplexed DNA libraries, which were pair-end sequenced with an Illumina HiSeq 1500 at INDEAR Argentina, providing 100-bp single-end reads. Three replicates for each genotype were sequenced. Sequencing data have been uploaded to the Gene Expression Omnibus database and hare available under accession number GSE62024.

### Processing of RNA sequencing reads

Sequence reads were mapped to Arabidopsis thaliana TAIR10 [42] genome using TopHat v2.0.9 [43] with default parameters, except of maximum intron length set at 5,000. Count tables for different feature levels were obtained from bam files using custom R scripts and considering TAIR10 transcriptome.

### Differential gene expression analysis

Before differential expression analysis, we decided to discard genes with fewer than 10 reads on average per condition. Differential gene expression was estimated using the edgeR package version 3.4.2 [44], and resulting P values were adjusted using a false discovery rate (FDR) criterion [45]. Genes with FDR values lower than 0.10 and absolute log-two fold change greater than 0.58 were deemed differentially expressed. Overlapping analysis were performed using Venny [46].

### Differential alternative splicing

For the analysis of alternative splicing, the transcriptome was partitioned into subgenic joint features called “bins,” as proposed on DEXseq [47]. Because of our special interest in new intron retention events not only exons but also introns were considered in our analysis. The transcriptome was partitioned into 281,321 bins; 152,631 corresponding exclusively to exonic regions, 120,717 to intronic regions, and 7,973 to DNA regions directly involved in alternatively spliced isoforms. We labeled these three kinds of bins as exon-bin, intron-bin, or AS-bins, respectively. In addition ASbins were further classified as exon skipping (ES), 5′ or 3′ alternative (5′alt, 3′alt), IR, or multiple (those including three or more different AS events in the same subgenic region) bins. For our analysis we discarded bins from monoexonic genes and with mean count values lower than 5 reads per condition. To provide a comprehensive summary of the calculated subgenic features, separate tables were produced for introns and AS-bins. We used edgeR exact test for the identification of differential use of bins corresponding to AS events or introns, and FDR-corrected P values. We also computed read densities to have a relationship between the bin and its corresponding gene. A Splicing Index was calculated as bin read density/gene read density, and the Splicing Index Ratio was calculated as Splicing Index in mutants/Splicing Index in wild-type plants. Only genes with read densities greater than 0.05 in all genotypes and Splicing Indexes greater than 0.05 in at least one genotype were used for the analysis. AS events as well as all introns with an absolute Log_2_ Fold Change (bin read density in the mutant/bin read density in wild-type) value greater than 0.58, with FDR values lower than 0.15, and an absolute Log_2_ Splicing Index Ratio (Splicing Index in the mutant/Splicing Index in WT) greater than 0.58 were deemed differentially spliced. Overlapping analysis were performed using Venny [46]. The custom R scripts used here are available upon request.

### Functional category enrichment analysis

Functional categories associated with specific groups of genes were identified using the BioMaps tool from the virtual plant software (http://virtualplant.bio.nyu.edu/cgi-bin/vpweb). This tool allowed us to determine which functional categories were statistically over represented in particular lists of genes compared to the entire genome [48].We analyzed fifteen functional categories of our interest, and for each one we determined the genes in common with our data sets, finally calculating a representation factor and the probability of finding an overlap simply by chance. The representation factor is the number of overlapping genes divided by the expected number of overlapping genes drawn from two independent groups. A representation factor > 1 indicates more overlap than expected by chance for two independent groups of genes or events, a representation factor < 1 indicates less overlap than expected. The probability of each overlapping was determined using the hypergeometric probability formula.

### Analysis of splice-site sequences

To evaluate possible changes in the splice-site sequences of the most significantly affected splicing events in the *prmt* mutants, we obtained the donor and acceptor splice site sequences of all the intron retention events that were changed at least two fold (splicing index ratio ≥1 or ≤1 and FDR ≤0.1) in *prmt* mutants compared to wild type plants, and compared them to the consensus splice-site sequences of the 119,072 GT_AG_U2 introns present in *Arabidopsis.* The frequency of each nucleotide for each position was obtained using the Unipro UGENE software (Additional file 5) [49], and were represented using the R package Seqlogo [50]. The over- or under-representation of a particular nucleotide relative to its genome-wide frequency was determined and a p-value for the analysis was obtained using the hypergeometric test.

### PCR alternative splicing assessment

PCR amplification was performed using 1.5 U of Taq polymerase (Invitrogen). Primers used for amplification are detailed in Additional file 6. RT–PCR products were electrophoresed and detected by SYBR Green 2% (for AT3G17100 and AT5G63460) or Ethidium Bromide 2% (for AT2G46790).

## Availability of supporting data

The data sets supporting the results of this article are available in the Gene Expression Omnibus (GEO) repository, http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE62024.

## Additional files

Additional file 1:
**RNAseq Expression Data.** Differentially expressed genes in *prmt5* and *prmt4a;4b* mutants, relative to the wild-type. The FDR and Log_2_ FC are displayed. Additional file 2:
**Impact of PRMT5 and PRMT4s on genome wide AS events distribution.** Percentage composition of AS events according to their category: 3′ Alt: 3′ alternative splicing site, 5′ Alt: 5′ alternative splicing site, IR: Intron Retention, ES: Exon Skipping. Here are displayed the distribution in categories of all AS altered events in WT plants and both *prmt5* and *prmt4a;4b* mutants. Additional file 3:
**RNAseq AS Data.** Differentially affected alternative splicing events in *prmt5* and *prmt4a;4b* mutants, relative to the wild-type. The alternative BIN, event category, gene coordinates, read densities and splicing ratios are displayed. Additional file 4:
**RNAseq Constitutive Splicing Data.** Differentially affected constitutive splicing events in *prmt5* and *prmt4a;4b* mutants, relative to the wild-type. The alternative BIN, event category, gene coordinates, read densities and splicing ratios are displayed. Additional file 5:
**Bioinformatic analysis of donor splice-site sequences.** For each data set analyzed are displayed the frequency of each nucleotide for each position, the representation factor and the P value. Additional file 6:
**Splicing events validation primers.** List of all primers used for validation of the alternative splicing events previously described.

## Abbreviations

aDMA: Asymmetric dimethylarginines
sDMA: Symmetric dimethylarginines
AS: Alternative splicing
*prmt4a*;4b: Double mutant affected in the *PRMT4a* and *PRMT4b* genes

How the deposited data were processed for this re-analysis (not part of the article)

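RNA-seq was made from whole *Arabidopsis thaliana* plants of wild type (Columbia), *prmt5* and *prmt4a;4b*, with 3 libraries per genotype and 9 in all. The methods speak of 12 multiplexed libraries, and 9 are listed for these genotypes. Growth, library and read details are as given with the text. The authors aligned the reads to TAIR10 with TopHat2 2.0.9 and made the count tables from the alignments, as raw whole-number counts per gene (33602 genes), per bin of an annotated alternative splicing event (7973 bins) and per intron outside such events (120717 introns). The wild-type columns of the count tables of *prmt5* and *prmt4a;4b* hold identical values, so both mutants share 3 wild-type libraries. The series record speaks of a wild type for each mutant, and whether these libraries were grown beside both mutants is not settled by the sources used here. The authors computed the deposited log2 values from these counts with edgeR 3.4.2 in R 3.0.2, each mutant over wild type, except that the log2 change of reads in their alternative splicing tables has the opposite sign, wild type over mutant, while their splicing index change there is mutant over wild type. The authors took the deposited FDR values from the same edgeR tests, and each table lists what passed their limits. The authors computed the deposited splicing index as a ratio, the read density of a bin over that of its gene, 1 value per genotype. These result tables were used to choose the bin of each event shown in a figure and for the comparison with the paper, and every value at a claim comes from the counts.

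Depth was 25029646 to 39904677 gene reads per library, with medians of 29415092 in wild type, 36805638 in *prmt5* and 29334792 in *prmt4a;4b*. TMM factors were 1.10, 1.18 and 1.07 in wild type, 0.943, 1.01 and 0.940 in *prmt5* and 0.899, 1.02 and 0.878 in *prmt4a;4b*. The precision was checked on counts simulated with the spread of these libraries, and the shares recovered are given with each kind of data. Known changes were added only to features with an expected mean of at least 5 reads in wild type. Per kind of feature and mutant, 13 to 26 features without a change were called in those simulations, and no changed feature was called in the wrong direction. Replicates of a genotype differed by far more than counting error (chi-square per degree of freedom 15.5 to 72.8), so no library is a copy of another. Plastid-encoded transcripts were 0.340%, 0.323% and 0.580% of the gene reads in wild type, 2.10%, 0.604% and 1.04% in *prmt5* and 2.55%, 0.869% and 3.94% in *prmt4a;4b*, and the 10 most abundant genes took 13.8 to 15.3%, 16.2 to 19.1% and 19.5 to 23.4%.

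Genes were tested with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, TMM, Benjamini-Hochberg), each mutant against wild type in its own fit and the mutants directly against each other in a fit of all 9 libraries. Genes with a mean under 10 reads in every genotype were left out. Changes needed an adjusted p under 0.10 and a log2 change beyond 0.58. Bins and introns were tested in the same way with the limits stated with the text, with library sizes and TMM factors from the gene counts, and the splicing index was computed from counts and widths. Overlaps between the mutants were compared with independent lists and with 20 simulations of unchanged groups that share the wild-type counts. Event classes, annotated against constitutive introns and splice-site bases were compared by two-sided Fisher's exact tests (scipy 1.17.1 and R), and the pyrimidine share by 100000 permutations. Splice-site sequences were read with pysam 0.24.0 from the reference genome, whose chromosomes carry the TAIR10 coordinates. Of 122687 introns and retained-intron events, 120743 are GT-AG with at least 40 bases. Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3 and, for figures, matplotlib 3.10.9 were used.

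Gene lists were tested with camera of limma 3.58.1 (preset correlation 0.01, adjusted p under 0.05 over 16 lists and both mutants), and beside it with an estimated correlation. The lists are the arginine methyltransferase family, serine/arginine-rich splicing factors, Sm, LSm and U1 proteins, circadian clock, flowering repressors, flowering promoters, light signaling, salt, drought and abscisic acid response, salicylate and defence, light-harvesting and Rubisco small subunit, seed and embryo storage, root, floral organ identity, plastid-encoded genes, mitochondrial genes and ribosomal proteins. The planned members *AT4G03120*, a U1 protein gene, and *AT5G52660*, a clock gene, were left out because the reference does not give their symbols at these loci. Seed, root and floral lists stand for tissue, and plastid and mitochondrial lists for RNA without poly(A) tails.

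Genes are named by a rule. It takes every gene or event that the paper names in its text or shows in Fig. 2C, 4, 5C or 6, whose values in the paper had been seen, and the 9 arginine methyltransferase genes. It adds, per mutant, the 5 largest increases and 5 largest decreases among changed genes with a mean of at least 50 reads in the higher group and no overlap of libraries, the 3 largest differences of splicing index each way among altered bins and among altered introns with at least 20 reads in the higher group and no overlap of libraries, up to 4 members of each list with the smallest adjusted p, and the 5 genes each way that differ most between the mutants. The 5′ site segment of *PRR9* and the introns of *PRMT5* were chosen outside it, the introns after their values were seen.

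The alternatives tried were the edgeR exact test, DESeq2 1.42.0, RLE scaling, no low-count filter, at least 10 reads in both genotypes, an adjusted p under 0.05, a joint fit of 9 libraries, a replicate block, and each library left out. For bins and introns they were also library sizes from the bin table, a minimum of 10 reads, 5 reads in both genotypes, no splicing index criterion and differential usage, and for splice sites other backgrounds and limits. Nuclear genes only, 7 libraries (without *prmt5* replicate 1 and *prmt4a;4b* replicate 3), a splicing index over 0.1 and, for event classes and annotated introns, minima met in wild type (5 reads and a splicing index over 0.05 there) were added after the data were seen. Replicate numbers do not pair the libraries, since residuals of equal numbers had correlations of -0.0177 to 0.121. The ontology categories of the paper were not tested, and the physiological assays and RT-PCR are not analysed here.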

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

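Of the results in this part, the introns of *PRMT5* were chosen after their values were seen. Some members of the seed list, *SESA1* and *SESA2* among them, had also been seen in the paper's tables before.

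Between the mutants, 1981 genes were higher and 1787 lower in *prmt5* than in *prmt4a;4b* by a direct test of the difference, so the effects of the mutants differ at these genes. Only 10 splits of 3 against 3 libraries exist, too few for a share under 0.05, and the real split is 1 of 10, with 3768 genes against 0 in the highest other split. Every other split mixes the genotypes in each group. Differences between the genotypes then widen the spread and lower the calls, so this contrast decides nothing.

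The paper reports introns with higher retention, and 1131 introns in *prmt5* and 1195 in *prmt4a;4b* had lower retention than wild type. Plastid-encoded transcripts, which the paper does not discuss, were higher for 32 genes in *prmt5* (20 without *prmt5* replicate 1) and 44 in *prmt4a;4b* (28 without *prmt4a;4b* replicate 3), and mitochondrial transcripts for 7 and 21. Seed and embryo storage genes, outside those discussed, were higher for 7 genes in *prmt5* and for 3 without *prmt5* replicate 1.

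Intron 3 of *PRMT5* (chromosome 4, 15132630 to 15132724) held 30 reads over the *prmt5* libraries (11, 18 and 1) and none in the other 6 libraries (adjusted p = 0.00228), and intron 10 (15133858 to 15133965) held 16, 23 and 12 against 4, 1 and 3 in wild type (log2 change 2.44, adjusted p = 0.00505). These are the numbers of the authors' counts, which need not be the order in the transcript.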

How the results depend on the processing

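Of 529 counts and shares of changed genes, bins and introns under all settings, 465 stayed within 1.5 times the reported value, 5 moved up and 59 down. All of them stayed within it with the edgeR exact test, DESeq2, RLE scaling, no low-count filter, 10 reads in both genotypes, a minimum of 10 reads, the joint fit of 9 libraries and nuclear genes only (added after seeing the data). For named genes, 5280 of 5488 values kept their call and direction, 131 lost and 76 gained it, and for named bins 2397 of 2566, with 153 lost and 16 gained. List members moved in 64 of 448 counts (30 up and 34 down). The cause of these moves was not tested.

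At an adjusted p under 0.05, 39 genes changed in opposite directions, 438 bins rose in *prmt5* and 488 in *prmt4a;4b*, 154 in both, with 2 in opposite directions, and 12.2% of annotated introns were altered in *prmt4a;4b*. There, 598 introns had lower retention in *prmt5*, and 773 had higher (0.952%) and 514 lower retention in *prmt4a;4b*, with 335 higher and 242 lower in both and 3 in opposite directions. With 5 reads in both genotypes, 397 bins rose in *prmt5*, 2 moved in opposite directions and 12.9% of annotated introns were altered in *prmt5*, while introns were 1428 higher (1.70%) and 457 lower in *prmt5*, 813 higher (1.00%) and 448 lower in *prmt4a;4b*, 390 and 214 in both and 9 opposite. Without the splicing index criterion, 491 bins rose and 541 fell in both, 23 were opposite, and 46 introns were opposite. Library sizes from the bin table gave 491 introns higher in both and 10 opposite, differential usage 14 opposite and the replicate block 13 opposite. With 7 libraries, added after seeing the data, 666 genes and 191 bins rose in both, and introns were 1075 higher (1.32%) and 773 lower in *prmt4a;4b*, 426 and 329 in both, 12 opposite. A splicing index over 0.1, also added, left 769 introns lower in *prmt4a;4b* and 384 lower in both.

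With a minimum of 10 reads, the odds ratio of skipped exons among bins altered in *prmt5* was 0.656 and passed, and that of annotated against constitutive introns altered in *prmt4a;4b* turned to 0.892. With minima met in wild type, added after seeing the data, the odds ratio of annotated against constitutive introns higher in *prmt5* turned from 0.610 to 1.26 and that for introns altered in either direction was 0.866 and no longer passed, while 5′ segments (1.34) and skipped exons (0.690) among bins altered in *prmt5* and 3′ segments among those altered in *prmt4a;4b* (1.22) passed. Such minima drop only rises and keep every fall. With all GT-AG introns as background, the odds ratio of the acceptor exon G turned to 1.02 (both mutants), 1.06 (*prmt5* only) and 1.06 (*prmt4a;4b* only), that of donor G at -1 in *prmt4a;4b* only to 1.1 and of G at +5 to 0.847, the acceptor pyrimidine share minus background, both mutants, to -0.195 and the acceptor pyrimidine share minus background, prmt4a;4b only, to -1.34, and A at -2 in *prmt4a;4b* only passed at 1.24. It also passed with the edgeR exact test, at 1.17. With higher retention only, the acceptor exon G in *prmt5* only against *prmt4a;4b* only passed at 1.27. The background matched by read density gave no separate value for *prmt5* only, because the draw took every unaltered tested intron and so equals the reported background.

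Camera calls lost with an estimated correlation were, in *prmt5*, the serine/arginine-rich factors (adjusted p = 0.437), Sm and U1 proteins (0.315), root (0.689), plastid (0.437) and mitochondrial genes (0.540), and in *prmt4a;4b* the methyltransferases (0.437), serine/arginine-rich factors (0.437), Sm and U1 proteins (0.437), seed (0.488), plastid (0.540) and mitochondrial genes (0.437).

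With each library left out, genes in opposite directions ran from 31 to 90, bins in opposite directions from 2 to 5, and introns in opposite directions from 9 to 27. Introns higher in *prmt4a;4b* ran from 1075 to 1796 (1.32 to 2.21%), lower in *prmt4a;4b* from 773 to 1370, higher in both from 516 to 943 and lower in both from 367 to 770. Odds ratios ran from 1.08 to 1.32 for 3′ sites and 0.787 to 0.929 for retained introns among bins altered in *prmt4a;4b*, from 0.663 to 0.825 for A at -2 in both mutants, and in *prmt4a;4b* only from 1.04 to 1.35 for A at -2 and 0.722 to 0.855 for G at -1. Camera adjusted p ran from 0.0232 to 0.422 for the light-harvesting list in *prmt4a;4b* and 0.0485 to 0.339 in *prmt5*, 0.00245 to 0.0606 for mitochondrial genes, 0.000761 to 0.0988 for root and 0.00139 to 0.589 for seed genes in *prmt5*, and 0.0145 to 0.0816 for the methyltransferases in *prmt4a;4b*. The difference of *DIN11* between the mutants turned to 1.58 without *prmt4a;4b* replicate 1, its lowest being -1.71 without *prmt4a;4b* replicate 2.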

Differences from the paper's values

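The paper gives 2506 introns with higher retention in *prmt5*, and 4946 were found here at the thresholds it states, with both log2 changes in the same direction. The paper's share is 3.1% and the share here 5.87% of introns in genes over the density limit. Of the alternatives set before the data were examined, the count and the share came within 1.5 times the paper's values with a minimum of 10 reads (3436 introns), an adjusted p under 0.05 (3472) and library sizes from the bin table (3421). They did not with the edgeR exact test (4982, 5.92%), 5 reads in both genotypes (1428, 1.70%), no splicing index criterion (5331, 6.33%), differential usage (4968, 5.90%), the replicate block (4365, 5.18%), or with each library left out (4352 to 4925, 5.16 to 5.80%). A splicing index over 0.1 in the higher group, chosen after seeing the values, gave 3966, still over 1.5 times the paper's, and misses 13 of the paper's 2506 introns, as many as the reported fit misses. In the authors' tables no listed intron has a larger splicing index under 0.100. The authors' tables list annotated introns in both directions, 236 higher and 65 lower in *prmt5* and 228 and 80 in *prmt4a;4b*. The paper's 17.7% and 17.8% of annotated introns may thus count both directions, which it does not state, while its shares of constitutive introns count higher retention alone.

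Of the authors' listed genes, 2463 of 2604 (94.6%) rose and 2961 of 3075 (96.3%) fell here in *prmt5*, and 2850 of 2959 (96.3%) and 2459 of 2545 (96.6%) in *prmt4a;4b*. Of their alternative splicing bins, 540 of 582 and 492 of 555 were altered the same way in *prmt5* and 644 of 672 and 543 of 618 in *prmt4a;4b*. Of their introns, 2493 of 2506 in *prmt5* and 1075 of the 1100 in the table used here for *prmt4a;4b* were found.

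The paper shows *FHL* and *LTI65* as changed in both mutants, and in *prmt5* these had log2 changes of 1.02 (adjusted p = 0.110) and -0.82 (adjusted p = 0.112). *FHL* passed in *prmt5* with the edgeR exact test, the joint fit of 9 libraries and without WT replicate 3, and *LTI65* with the edgeR exact test, no low-count filter, the joint fit, and without WT replicate 1 or *prmt5* replicate 1, and with 7 libraries, chosen after seeing the values. The other 28 genes of Fig. 2C changed in both.

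The paper shows events of *DI19*, *AtSRL1* and *PRP39* as affected in both mutants. *DI19* passed in *prmt5* only with no splicing index criterion, and as a decrease, with fewer reads in *prmt5* (-0.89) and more in *prmt4a;4b* (1.25). The figure plots a splicing ratio, and the log2 ratio of splicing index was 0.55 and 0.98, above 0 in both. *AtSRL1* passed in *prmt4a;4b* with library sizes from the bin table, differential usage and without WT replicate 3, and *PRP39* in *prmt5* with library sizes from the bin table, differential usage, the replicate block and without *prmt5* replicate 2. Their log2 ratios of splicing index were -0.96 (*AtSRL1* in *prmt4a;4b*) and -1.29 (*PRP39* in *prmt5*), below 0 as in the other mutant. The other 30 events of Fig. 4 were altered the same way in both.

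The paper states no deviation at the acceptor site. The G opening the next exon was less frequent than in other tested introns (odds ratios 0.674, 0.703 and 0.698 in introns altered in both mutants, in *prmt5* alone and in *prmt4a;4b* alone), and with all GT-AG introns as background, the paper's choice, the ratios were 1.02, 1.06 and 1.06. The paper also states none at the donor of introns altered in *prmt4a;4b* alone, where G at -1 had an odds ratio of 0.812 (adjusted p = 0.0227) and, with all GT-AG introns as background, 1.1 (adjusted p = 0.239). With that background, A at -2 (1.24, adjusted p = 0.00221) was more frequent and A at -3 (0.848, adjusted p = 0.0186) and G at +5 (0.847, adjusted p = 0.0124) less frequent in them. With higher retention only, against the other tested introns, G at -1 had an odds ratio of 0.631 (adjusted p = 3.14e-06, two-sided Fisher's exact test). The groups here hold 806 introns for both mutants, 3932 for *prmt5* alone and 1107 for *prmt4a;4b* alone. The paper's hold 266, 1984 and 595, so these ratios do not cover the same introns.

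The paper states that introns annotated as alternative are affected more than constitutive ones. Over all introns in expressed genes, 20.1% of annotated and 7.22% of constitutive introns were altered in *prmt5*, and 19.1% and 3.57% in *prmt4a;4b*. Among introns with enough reads to be tested, the odds ratio was 0.605 in *prmt5* and 1.24 in *prmt4a;4b*, the latter turning to 0.892 with a minimum of 10 reads, and for higher retention alone 0.610 and 1.70. An intron with few reads in wild type is tested only if the mutant has more, so these ratios depend on the change itself and do not settle the statement. In *prmt5*, the ratio was 0.522 for introns with at most 2.67 reads in wild type, 0.755 for 3 to 6 reads, 0.990 for 6.33 to 12 reads and 0.732 for more, and in *prmt4a;4b* 1.15 for at most 5 reads, 1.76 for 5.33 to 8 reads, 1.41 for 8.33 to 16 reads and 0.931 for more. Among introns that meet both minima in wild type, chosen after seeing the values, the ratio was 0.866 (adjusted p = 0.0736) in *prmt5* and 1.42 (adjusted p = 1.32e-05) in *prmt4a;4b*, and for higher retention alone 1.26 (adjusted p = 0.0190) and 3.07 (adjusted p = 8.09e-30). Those minima keep every fall and drop only rises, so these ratios do not settle the statement either.

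The p-values listed for donor positions in the paper's Additional file 5 equal the hypergeometric probability of the exact count observed, not of that count or fewer. For introns affected in *prmt4a;4b* alone, the paper's p for A at -2 is 0.0270, and the lower tail is 0.265, and for G at -1 they are 0.00795 and 0.0432.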

Other observations

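Some genes of seeds, roots and flowers changed in at least 1 mutant. Cruciferin *CRU3* (*AT4G28520*), a seed storage protein gene, fell in *prmt4a;4b* from 646 ± 358 normalized counts in wild type to 106 ± 18.1 (log2 change -2.59 ± 0.33, adjusted p = 0.000227), and *PER1* (*AT1G48130*), a seed peroxiredoxin gene, fell in *prmt5* from 472 ± 153 to 174 ± 33.1 (-1.49 ± 0.25, adjusted p = 0.00151) and in *prmt4a;4b* to 131 ± 29.8 (-1.85 ± 0.25, adjusted p = 0.000339). Of 8 seed and embryo storage genes with enough reads in *prmt4a;4b*, 5 fell and 3 did not pass (6 over the list alone, median -1.04, camera adjusted p = 0.000575, and adjusted p = 0.488 with an estimated correlation). In *prmt5*, 7 of 16 rose, 1 fell and 8 did not pass (7 and 1 over the list alone, median 1.46, adjusted p = 0.297). The expansin gene *EXPA18* (*AT1G62980*), active in root hairs, rose from 157 ± 28.4 to 477 ± 120 in *prmt5* (1.56 ± 0.21, adjusted p = 0.000642) and 267 ± 11.1 in *prmt4a;4b* (0.78 ± 0.18, adjusted p = 0.0052), with a difference of 0.83 (adjusted p = 0.00848), and the iron transporter gene *IRT1* (*AT4G19690*) fell from 1461 ± 329 to 847 ± 294 (-0.83 ± 0.23, adjusted p = 0.0195) and 703 ± 95.6 (-1.05 ± 0.17, adjusted p = 0.000713). Of 18 root genes, 7 rose, 2 fell and 9 did not pass in *prmt5* (8 and 2 over the list alone, median 0.56, adjusted p = 0.0233, and adjusted p = 0.689 with an estimated correlation), a call lost without WT replicate 2, *prmt5* replicate 1 or *prmt5* replicate 2 (0.0988 in the last), and 2 rose, 1 fell and 15 did not pass in *prmt4a;4b* (2 and 1, median 0.29, adjusted p = 0.858). Only 2 of 7 floral organ identity genes had enough reads. *SEP3* (*AT1G24260*) fell in *prmt4a;4b* from 156 ± 32.1 to 41.5 ± 25.7 (-1.91 ± 0.35, adjusted p = 0.00164), with 113 ± 34.8 in *prmt5* (difference 1.44, adjusted p = 0.0119). The other, *PI*, did not pass, and the list did not pass in *prmt5* (2 genes not passing, median -0.67, adjusted p = 0.552) or *prmt4a;4b* (1 over the list alone, median -0.93, adjusted p = 0.273).

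Many plastid-encoded and some mitochondrial transcripts were higher in each mutant. *PSBA*, the plastid gene of the photosystem II reaction center protein D1, rose from 131 ± 73.7 to 316 ± 220 in *prmt5* (1.23 ± 0.45, adjusted p = 0.0584, lost without WT replicate 1, WT replicate 2 or *prmt5* replicate 1) and 1058 ± 709 in *prmt4a;4b* (3.04 ± 0.51, adjusted p = 0.00098), a difference of -1.76 (adjusted p = 0.0308). Of the plastid-encoded genes with enough reads out of 133, 32 of 60 rose and 28 did not pass in *prmt5* (32 over the list alone, median 0.84, adjusted p = 7.48e-07, and adjusted p = 0.437 with an estimated correlation), with 20 rising without *prmt5* replicate 1 and 21 without *prmt5* replicate 3, and 44 of 65 rose and 21 did not pass in *prmt4a;4b* (46 over the list alone, median 1.75, adjusted p = 1.31e-10, and adjusted p = 0.540 with an estimated correlation), with 28 rising without *prmt4a;4b* replicate 3. The mitochondrial ribosomal RNA gene *RRN18* rose from 1325 ± 327 to 3431 ± 1583 (1.33 ± 0.27, adjusted p = 0.00442) and 5397 ± 2653 (2.04 ± 0.30, adjusted p = 0.000457). Of the mitochondrial genes with enough reads out of 146, 7 of 37 rose and 30 did not pass in *prmt5* (7 over the list alone, median 0.62, adjusted p = 0.0141, lost without *prmt5* replicate 1 at 0.0606, and adjusted p = 0.540 with an estimated correlation), and 21 of 38 rose and 17 did not pass in *prmt4a;4b* (24 over the list alone, median 1.25, adjusted p = 7.48e-07, and adjusted p = 0.437 with an estimated correlation). How reads were shared between copies of the plastid ribosomal RNA genes was not measured.

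In the paragraphs that follow, the tests of RNA without poly(A) tails, of a single *prmt4a;4b* library and of an equal rise at all introns as the whole cause were chosen only after the result was seen.

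Introns with higher retention outnumbered those with lower retention 4.37 to 1 in *prmt5*. Genomic DNA is argued against, since reads added in *prmt5* to introns of silent genes were -0.0121% of those added to introns with higher retention, and so is the greater depth of these libraries, as the ratio was 4.02 after thinning all libraries to the same depth. A rise of unspliced RNA at all introns alike stays open, because the median log2 change of splicing index over 3421 introns with at least 20 reads was 0.378 in *prmt5* (quartiles -0.11 and 0.93) and 0.209 in *prmt4a;4b*. An equal rise as the whole cause stays open too, since scaling by the intron reads and taking the median off the index change, which gave 534 higher and 387 lower (a ratio of 1.38 against 4.66), draws the ratio towards 1 by its construction and decides nothing. No biological explanation was tested, and only 10 splits of the libraries exist, too few for a share under 0.05 (1 of 10, 6077 altered introns against 1 in the highest other split). The other splits mix the genotypes in each group, which lowers their calls by construction.

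Plastid-encoded transcripts were higher in *prmt4a;4b*. A single library is argued against, since the lowest median log2 change with 1 *prmt4a;4b* library left out was 1.3. Greater uptake of RNA without poly(A) tails could account for it, as mitochondrial transcripts, which also lack stable tails, moved by 71.8% of the median of the plastid transcripts. No test here separates this from a biological change of plastid transcripts, and the share of plastid reads differed widely within the genotype.

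The 7 seed storage genes that rose in *prmt5* had uneven reads across its libraries. The albumin gene *SESA1* had 197, 4 and 26 reads there, and *CRU3*, which did not pass in *prmt5*, had 4520, 80 and 896, against 521, 455 and 901 in wild type. All reads of the seed list were 13898, 1857 and 3642 in *prmt5* and 4637, 8733 and 6257 in wild type. Without *prmt5* replicate 1, 3 genes of the list were still higher, so seed or embryo tissue in *prmt5* replicate 1 alone cannot be told apart from a change in the mutant. No biological explanation was tested, and the camera adjusted p of the list ran from 0.00139 without *prmt5* replicate 2 to 0.589 without WT replicate 1.

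For the other comparisons, too, 3 against 3 libraries give 10 splits, too few for a share under 0.05, each real split being 1 of 10. Here as well the other splits mix the genotypes, which lowers their calls by construction. Genes changed were 5501 in *prmt5* and 5372 in *prmt4a;4b* against 0 in the highest other split, altered bins 1240 against 0 and 1352 against 1, and altered introns in *prmt4a;4b* 2896 against 0.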
